# Molecular Mechanisms of Epileptic Encephalopathy Caused by KCNMA1 Loss-of-Function Mutations

**DOI:** 10.3389/fphar.2021.775328

**Published:** 2022-01-13

**Authors:** Yu Yao, Dongxiao Qu, Xiaoping Jing, Yuxiang Jia, Qi Zhong, Limin Zhuo, Xingxing Chen, Guoyi Li, Lele Tang, Yudan Zhu, Xuemei Zhang, Yonghua Ji, Zhiping Li, Jie Tao

**Keywords:** BK channel, KCNMA1, loss-of-function variants, epilepsy, neuroinflammation, autophagy

## Abstract

The gene *kcnma1* encodes the α-subunit of high-conductance calcium- and voltage-dependent K^+^ (BK) potassium channel. With the development of generation gene sequencing technology, many KCNMA1 mutants have been identified and are more closely related to generalized epilepsy and paroxysmal dyskinesia. Here, we performed a genetic screen of 26 patients with febrile seizures and identified a novel mutation of KCNMA1 (E155Q). Electrophysiological characterization of different KCNMA1 mutants in HEK 293T cells, the previously-reported R458T and E884K variants (not yet determined), as well as the newly-found E155Q variant, revealed that the current density amplitude of all the above variants was significantly smaller than that of the wild-type (WT) channel. All the above variants caused a positive shift of the I-V curve and played a role through the loss-of-function (LOF) mechanism. Moreover, the β4 subunit slowed down the activation of the E155Q mutant. Then, we used *kcnma1* knockout (BK KO) mice as the overall animal model of LOF mutants. It was found that BK KO mice had spontaneous epilepsy, motor impairment, autophagic dysfunction, abnormal electroencephalogram (EEG) signals, as well as possible anxiety and cognitive impairment. In addition, we performed transcriptomic analysis on the hippocampus and cortex of BK KO and WT mice. We identified many differentially expressed genes (DEGs). Eight dysregulated genes [i.e., (Gfap and Grm3 associated with astrocyte activation) (Alpl and Nlrp10 associated with neuroinflammation) (Efna5 and Reln associated with epilepsy) (Cdkn1a and Nr4a1 associated with autophagy)] were validated by RT-PCR, which showed a high concordance with transcriptomic analysis. Calcium imaging results suggested that BK might regulate the autophagy pathway from TRPML1. In conclusion, our study indicated that newly-found point E155Q resulted in a novel loss-of-function variant and the dysregulation of gene expression, especially astrocyte activation, neuroinflammation and autophagy, might be the molecular mechanism of BK-LOF meditated epilepsy.

## Introduction

Ion channels are expressed throughout the body and perform important physiological functions, such as neuronal excitability and the tone of smooth muscle. Ion channel disease, also known as ion channelopathy, is unusually considered to be caused by the gene mutation and abnormal function of ion channel subunits (Zheng and Trudeau, 2015; Bailey et al., 2019). BK channel is widely expressed in neurons and muscles (Fagerberg et al., 2014), and is also related to functions such as membrane potential repolarization, neuronal excitability control, neurotransmitter release, innate immunity, and cochlear hair cell regulation (Petersen and Maruyama, 1984; Murrow and Fuchs, 1990; Brayden and Nelson, 1992; Robitaille and Charlton, 1992).

Human *kcnma1* encodes the α-subunit of high-conductance calcium- and voltage-dependent K^+^ (BK) potassium channel. The α subunit of BK channel contains seven transmembrane fragments (S0-S6) and a large intracellular COOH terminal, consisting of two RCK domains (responsible for calcium sensing through the high-affinity Ca^2+^ binding sites), and S1-S4 acts as the voltage sensor, S5 and S6 fragments as well as P-loop form the pore region of the channel, and the (TVGYG) sequence of S6 is considered as a selective filter for potassium ions (Latorre et al., 2017). BK channel is allosterically activated by the changes of not only intracellular calcium concentration, but also membrane potential. The main sources of BK channel dysfunction are *de novo* and genetic nucleotide changes, which are roughly divided into gain-of-function (GOF) and loss-of-function (LOF) (Bailey et al., 2019). LOF mutation changes the channel activity by reducing the current amplitude or duration, while GOF mutation activates faster, increases Ca^2+^ sensitivity and current amplitude (Du et al., 2005; Moldenhauer et al., 2020).

In 2005, the abnormality of the BK channel was associated with human diseases for the first time. The substitution of aspartic acid at position 434 of the alpha subunit of BK channel by glycine would induce repolarization of action potentials, accelerate the firing rate, and increase the overall excitability of neurons, leading to systemic epilepsy (Du et al., 2005). Interestingly, the GOF phenotype of D434G mutant is due to increased BK channel Ca^2+^ sensitivity (Du et al., 2005), but in N995S (also called N999S and N1053S) mutants, the mechanism for BK GOF is the left shift of conductance-voltage (G-V) curve (Moldenhauer et al., 2020). However, different from the phenotype of the mutants above, BK channel C413Y, P805L, D984N (Bailey et al., 2019) and G354S-LOF (Du et al., 2020) mutations have been found to reduce the channel currents, with varying presence of seizures, dyskinesia, and dystonia (Bailey et al., 2019). In addition to the genetic mutation and abnormal expression of the channel itself, the physiological characteristics of the BK channel are also affected by the interaction of its α subunit and auxiliary subunits (e.g., β1-4 subunits or γ1-4 subunits). The β4 subunit is an auxiliary subunit specifically expressed by neurons, dominantly expressed in brain. The BK channel composed of it and the α subunit activates relatively slowly than the channel composed of only the α subunit. The mice lacking the β4 subunit show significant symptoms of temporal lobe epilepsy (Brenner et al., 2005). In addition, mutations in the β3 subunit also cause epilepsy (Lorenz et al., 2007).

The unique physiological behavior of the BK channel enables it to both enhance and reduce the excitability of neurons. Therefore, the role of BK channel in the pathogenesis of epilepsy is still controversial and is an increasingly intense research field (Zhu et al., 2018).

Here, we report a novel *de novo* KCNMA1 mutant (E155Q) in a patient. Electrophysiological results show that E155Q, R458T (not yet determined), and E884K (not yet determined) mutant all present a LOF phenotype. A series of behavioral experiments show that BK KO mice (as the overall animal model of LOF) have spontaneous epilepsy, motor impairment, abnormal electroencephalogram (EEG) signals, autophagic dysfunction, as well as possible anxiety and cognitive impairment. This study expands the mutation spectrum of KCNMA1-epilepsy, explores the possible mechanism of epilepsy by transcriptome, reveals the relationship between KCNMA1-LOF and epilepsy, and provides a possible molecular template for individualized treatment of epilepsy.

## Methods

### Mutation Screening

Genomic DNA was extracted from peripheral blood with kit (DP348, Tiangen, Beijing, China). The samples were assessed by Shanghai Biotechnology Corp, China. KCNMA1 variants were examined in children with febrile seizures by whole-exome sequencing. This study was approved by the Institutional Review Board at Children’s Hospital of Fudan University, Shanghai (National Children’s Medical Center, Fudan University). And informed consent was given by the parent or guardian.

### Site-Directed Mutagenesis of KCNMA1 (hBKα) Plasmids

The plasmids containing hSloα (U23767) and β4 (KCNMB4; AF 160967.1) were gifts from J.D. Lippiat (Leeds university) (Lippiat et al., 2003). Three individual point-mutations (E155Q, R458T, and E884K) were constructed. Each amino-acid substitution was introduced into the hSloα plasmid using a Hieff Mut™ Site-Directed Mutagenesis Kit (11004ES10, Yeasen, Shanghai, China) according to the manufacturer’s protocol. Site-directed mutagenesis was performed with the following primers [P1: 5′-CCA​GCC​GAC​CTG​GGC​GGC​CAC​TG-3′, P2: 5′-CAG​TGG​CCG​CCC​AGG​TCG​GCT​GG-3′ (E155Q); P1: 5′-CCA​CCT​GAG​TAA​AAT​GTG​TTT​TGA​ACA​GAG​CTT​CAA​GCT​CCA​G-3′, P2: 5′-CTG​GAG​CTT​GAA​GCT​CTG​TTC​AAA​ACA​CAT​TTT​ACT​CAG​GTG​G-3′ (R458T); P1: 5′-GAC​GCC​AAG​ATG​CAT​TTC​TTG​TCC​TGC​AGC​GAA-3′, P2: 5′-TTC​GCT​GCA​GGA​CAA​GAA​ATG​CAT​CTT​GGC​GTC-3′ (E884K)]. All mutant constructs were verified by sequencing (GENEWIZ, Jiangsu, China).

### Cell Culture and Transfection

All experiments were performed on HEK 293T cell lines. HEK 293T cells were obtained from Shanghai cell bank of Chinese Academy of Science. The cells were both cultured in Dulbecco’s modified Eagle medium (DMEM; Life Technologies, Grand Island, NY) supplemented with 10% heat-inactivated fetal bovine serum (FBS; Gibco, Grand Island, NY). Culture dishes were incubated at 37°C in a humidified atmosphere containing 5% CO_2_, and subcultured approximately every 2–3 days. One day before transfection, HEK 293T cells were transferred to 24 well plates. At 90% confluence, cells were transiently transfected using Lipofectamine-3000 (Invitrogen, United States) at a ratio of 2 µl reagent with 1 µg total plasmid per well. Electrophysiological recordings from fluorescent cells were made 48 h after transfection.

### Electrophysiological Recordings

Whole-cell voltage-clamp experiments were performed following the procedures described previously (Hamill et al., 1981), using an EPC-9 amplifier (HEKA Eletronik, Germany) at room temperature (21–25°C). Patch pipettes were fabricated from glass capillary tubes by PC-10 Puller (Narishige, Japan) with the resistance of 2–3 MΩ. Data acquisition and stimulation protocols were controlled by a Pentium III computer (Legend, Beijing, China) equipped with Pulse/PulseFit 8.3 software (HEKA Eletronik, Germany). Capacitance transients were cancelled. Cells with a seal resistance (Rseal) below 1 GΩ were omitted. Series resistance (Rs) was compensated (80–85%) to minimize voltage errors, and cells with an uncompensated Rs above 10 MΩ were omitted. Leak subtraction was performed using P/6 protocol. Data were low-passed at 10 kHz. Unless stated specially, for HEK 293T cells, the holding potential was −80 mV. BK channel currents were elicited by the step pulses ranging from −100 to +150 mV for 200 ms with the increments of 10 mV. The holding potentials were held at −80 mV for BK channel. Current density calculation formula (pA/pF), where pA represents the current of BK channel and pF represents the membrane area of measured cell.

### Solutions

In the patch-clamp recordings, the standard bath solution for HEK 293T cells was consisted of the following components (in mM): NaCl 135, KCl 5, MgCl2·6H2O 1, CaCl2 1.8, HEPES 10, glucose 10 (pH 7.4 with NaOH). Pipette solutions for HEK 293T cells were composed of the following components (in mM): NaCl 10, KCl 117, MgSO4 4, HEPES 10, EGTA 1 (pH 7.2 with KOH). The total Ca^2+^ to be added to give the desired free concentration was calculated using the program WEBMAXC STANDARD (https://somapp.ucdmc.ucdavis.edu/pharmacology/bers/maxchelator/webmaxc/webmaxcS.htm).

### Animals and Genotyping

The BK knockout (BK KO, *kcnma1* ^−/−^) mice were established by breeding BK^+/−^ males and females. These breeding pairs provided wild-type (*kcnma1* ^+/+^), heterozygous (*kcnma1* ^+/−^) and BK KO (*kcnma1* ^−/−^) littermates (Wang et al., 2019), and three-month-old (10–12 weeks) male BK KO mice were subjected to subsequent experiments, such as gait analysis, morris water maze, field potential recordings, etc. The *kcnma1* knockout was generated by a frameshift mutation (− 16bp) in exon 4. Genotyping was performed with the following primers: P1: 5′-CTT​CCT​GCT​TGT​CCT​TCC​TC-3′, P2: 5′-CAT​TGC​TTC​AAA​CCC​TTC​CT-3′, and the PCR products were directly sequenced. In this study, all animals were randomly fed and watered in SPF standard animal facilities and were fed and watered in 21°C, 50% humidity, 12 h light: under the schedule of 12 h dark, five animals were raised in each cage, and all the animal work was carried out under the moral permission of the ethics review group of Shanghai University of traditional Chinese Medicine.

### FP Recordings

Four BK KO and WT male mice were implanted with electrodes for the field potential (FP) recordings. At the age of 3 months (10–12 weeks), the animals were first anaesthetized by pentobarbital sodium [in a dose of 40 mg/kg through intraperitoneal injection (i.p.)]. Then, they were put in a stereotaxic frame (Narishige, Tokyo, Japan). Their heads were shaved and sterilized with povidone-iodine. In order to expose the sagittal, coronal, and lambdoid sutures, cut the scalp along the center. Subsequently, the recording electrode was also inserted into the lateral dorsal hippocampus (AP −2.0 mm posterior to bregma, V 1.5 mm ventral to the dura surface, and L 1.5 mm lateral to the skull midline). The reference wire is located in the electrode bundle, and the grounding electrode is placed at the front of the skull. The wound surface was sealed with dental cement. The electrode was fixed simultaneously. Data were collected only for animals with accurately positioned electrode. The FP recorded after the mice were awake. The FP signals together with synchronized video could be recorded with the OmniPlex (Plexon, United States). The mount of the head was linked to a preamplifier which is tied with the analog-digital converter box. According to Nesquet’s sampling theory, take 1 Hz as the sampling frequency of local FP recording and set 50 Hz high-pass filter and 300 Hz low-pass filter to record for more than 30 min continuously. The results of local FP recording were exported as the *.pl2 file format, and offline sorter v4 software was used for visualization preview. Local FP analysis selected the same channel through MATLAB (MathWorks, United States) program to export data. The wavelet transform is used to decompose the signal of different frequencies of local FP and get the physiological rhythm of different frequencies (δ: from 0 to 4 Hz, θ: from 4 to 8 Hz, α: from 8 to 13 Hz: β: from 13 to 30 Hz, and γ: from 30 to 100 Hz). The Welch method, hamming window, and fast Fourier transform method were used to calculate the frequency domain information of the local FP in power spectrum analysis. The time domain of energy change is calculated by weighted operation. The PSD calculations follow the formula given below.

$$\overset{+\infty }{\underset{-\infty }{\int }}x^{2}\left(t\right)\mathrm{dt}=\frac{1}{2\pi }\overset{+\infty }{\underset{-\infty }{\int }}{\left|X\left(\mathrm{jw}\right)\right|}^{2}d\omega$$

$$\text{P}=\underset{\text{T}\to \infty }{\lim}\frac{1}{2T}\overset{T}{\underset{-T}{\int }}x^{2}\left(t\right)\mathrm{dt}=\frac{1}{2\pi }\overset{+\infty }{\underset{-\infty }{\int }}\underset{T\to \infty }{\lim}\frac{1}{2T}{\left|X_{T}\left(\omega \right)\right|}^{2}d\omega$$

### Behavioral Observation of Epilepsy

In order to eliminate the possibility of the human error, behavioral observations are double-blind during experiments. The Racine’s five-point scale (Racine, 1972), improved by Fathollahi et al. (1997), was employed to classify the seizure-like behavior at different stages. Stage 0 is termed no response; stage 1 is called facial and ear twitching; stage 2 is myoclonic jerks without an upright position; stage 3 represents myoclonic jerks and upright position with bilateral forelimb clonus; stage 4 stands for clonic-tonic seizure; stage 5 is named generalized clonic-tonic seizures and loss of postural control. The severity of seizures in BK KO mice was evaluated according to the grade and time of seizures. The least interval between two countable seizures was set as 5 s during the quantification of all seizure numbers.

### Immunofluorescence Staining

Frozen sections were permeabilized with 0.5% Triton X-100, and blocked for 1 h at room temperature (RT) with 5% bovine serum albumin. Without washing, sections were incubated overnight at 4°C with primary antibodies. These include against LC3B (1:200 dilution; ab48394; Abcam), LAMP1(1:500 dilution; ab25630; Abcam), and Iba-1 (1:500 dilution; ab178846; Abcam). washing four times in PBS (4 × 5 min), sections were incubated with goat anti-rabbit antibody conjugated with Alexa Fluor 594 (for LC3B; 1:200 dilution; ab150080; Abcam); goat polyclonal secondary antibody to mouse conjugated with Alexa Fluor 488 (for LAMP1; 1:200 dilution; ab150113; Abcam) and Alexa Fluor 350-labeled goat anti-rabbit IgG (H + L) (for Iba-1; 1:500 dilution; A0408; Beyotime) for 1 h at RT, washing four times in PBS (4 × 5 min). Slices were cover-slipped with 50% glycerin. Fluorescence images were captured using a Virtual/Digital Slice Microscope (Olympus, Tokyo, Japan). Quantification was performed using ImageJ software.

### Calcium Imaging

HEK293T cells, co-transfected with pcDNA3-TRPML1-GCaMP3, gifted from Prof. Xu HX (University of Michigan, United States), were kept in HBSS (Hank’s balanced salt solution) at RT for 30 min. Confocal imaging was performed by using a Zeiss confocal LSM 880, a laser scanning microscope system (Zeiss, Germany). GCaMP3 was evoked with a laser wavelength at 488 nm, and the fluorescence images were collected with the resolution of 512 × 512 pixels. The ROI (regions of interest; 3 × 3 pixels) were selected in individual HEK293T cells by Zeiss LSM Image Browser (Zeiss, Germany) to track the changes in the ratio of fluorescence intensity. The ratio (F/F0) of fluorescence intensity was calculated by dividing fluorescence intensity at time t (F) with the beginning fluorescence intensity (F0) of the experiment.

### Y-Maze Test

Y‐maze test was performed as previously described (Watanabe et al., 2011). Exploratory activity was measured using a Y‐maze apparatus (arm length: 40 cm, arm bottom width: 10 cm, arm upper width: 10 cm, height of wall: 12 cm). The floor and the wall of the maze is made of black PVC plastic. Each subject was placed in the arm Ⅰ of the Y‐maze field. The alteration (%) and total distance (m) was recorded using a modified version of the image software. Data were collected for a period of 10 min.

### Gait Analysis

We analyzed gait of the mice during walk/trot locomotion by ventral plane videography as described (Hampton et al., 2004; Koshimizu et al., 2014), using digigait imaging system (Mouse Specifics Inc.). This system enables mice to walk on a motorized transparent treadmill belt, and the software automatically identifies the stance and swing components of stride and calculates stride length, print area, mean intensity, and swing speed. Briefly, we placed the mice on a treadmill belt that moves at constant speed. We collected digital video images of mice.

### Morris Water Maze Test

A dark blue pool (diameter: 120 cm, depth: 50 cm) was placed in a quiet room and filled with white-colored water. The water was equilibrated to room temperature (between 22 and 23°C) before the MWM test. Colored papers with a variety of different shapes were posted around the pool as visual cues. A platform of 10 cm in diameter was used. For hidden platform trials, the platform was positioned 1.5 cm below water surface. The MWM test was performed in the period of 11AM—3PM to minimize circadian effects. The BK KO and control mice were tested in same days, and testing sequences for individual mice were altered in each test day. A protocol with 5 days of visible platform trials and 1 day of hidden platform trials were employed. In the trials, individual mice underwent four trials per day, and the maximal time for each trial was 60 s. If mice did not find the platform within 60 s, they were guided to the platform by the experimenter’s hand and allowed to stay on the platform for 60 s. For the probe tests in which the platform was removed from the pool, individual mice underwent a trial of 60 s in each quadrant. If mice exhibited convulsions shortly before or during a trial, they were allowed to recover for 20–30 min before next trial. Any trial interfered with convulsions were excluded from analysis. Frequency and the time in aim-quadrant during the probe trials were analyzed. Group data for the BK KO and WT mice were compared.

### Open Filed Test

The open field behavior experiment device is a very effective device for measuring spontaneous and exploratory behaviors to measure the degree of anxiety in mice. Place the animal in an unknown environment with walls around it, and the rodents will spontaneously tend to move on the edges rather than the open center of the area. In this experiment, the device is composed of a black polystyrene box (50 × 50 × 50 cm), which is divided into two areas: the outer square (periphery) and the inner square (center). Each mouse was placed in the center of the box and explored freely for 10 min. Observe their behavior through the animal video monitoring with the behavior software, and measure the stay time (s), the total distance of movement in the central area (m), the average speed (mm/s) through the computer tracking system, evaluate spontaneous and exploratory behavior.

### Tissue Sample Collections

Three different BK KO and WT adult mice were randomly sampled, sacrificed, and their cortices and hippocampi extracted under 2-min, frozen, and stored at − 80°C.

### RNA Extraction

Total RNA was extracted from the mouse cortex/hippocampus using TRIzol Reagent (15596018, Invitrogen) according to the manufacturer’s protocol. Using the a nanodrop (Thermo Scientific NanoDrop 2000c Spectrophotometer), the RNA concentration of each sample was determined by measuring the absorbance at 260 nm (A260), and its purity was determined by the ratio of the absorbance measured at 260 nm (A260) and 280 nm (A280). The ratios of A260/A280 between 1.9 and 2.1 were considered acceptable.

### Library Preparation for Transcriptome Sequencing

A total amount of 2 μg RNA per sample was used as input material for the RNA sample preparations. Sequence libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, United States) following manufacturer’s recommendations and index codes were added to attribute sequences in each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse transcriptase (RNase H). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs was converted into blunt ends to exonuclease/polymerase activities. After adenylate of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure was ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 200–250 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, United States). Then 3 μl USER Enzyme (NEB, United States) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed in the Agilent Bioanalyzer 2,100 system.

### Clustering and Sequencing

The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v4-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 4,000 platform and paired-end 150 bp reads were generated.

### Differential Expression Genes Analysis

Differential expression analysis of two conditions/groups was performed using the DESeq R package (1.10.1). DESeq2 provides statistical routines for determining differential expression of digital gene expression data using a model based on the negative binomial distribution. The resulting *p* values were adjusted using the Benjamini and Hochberg’s approach to controlling the false discovery rate. Genes with pvalue <0.05 and |log2FC| > 0.58 found by DESeq were assigned as differentially expressed.

### GO Enrichment Analysis

Gene Ontology (GO) enrichment analysis of the DEGs was implemented by the GOseq R packages based Wallenius non-central hyper-geometric distribution, which can adjust for gene length bias in DEGs.

### KEGG Pathway Enrichment Analysis

KEGG is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism and the ecosystem, from molecular level information, especially large-scale molecular datasets generated by genome sequence and other high-throughput experimental technologies (http//:www.genome.Jp/kegg/) (Jiang et al., 2018). We used KOBAS (Mao et al., 2005) software to test the statistical enrichment of differential expression genes in KEGG pathways.

### PCR Primer Design and Testing

We first looked through NCBI’s Primer-Bank (https://pga.mgh.harvard.edu/primerbank/) to find PCR primers for selected genes. Primers were checked for specificity using NCBI’s Primer-BLAST program (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) against RefSeq RNA to ensure no non-specific matches. When designing primers that could match multiple transcript variants, their sequences were aligned in ClustalW (http://www.genome.jp/tools/clustalw/), and only the primers that amplified a consensus region were used. All PCR primers were purchased from GENEWIZ (Jiangsu, China) and listed in Supplementary Table S3 with sizes of the resulting PCR products in base pairs (bp).

### Real-Time RT-PCR Validation of Selected DEGs

To validate the transcriptome gene expression data, six DEGs identified by transcriptome were validated by real-time RT-PCR using QuantityNova SYBR Green PCR Kit (208052, Qiagen, Valencia, CA). RT- PCR was performed in a one-step RT-PCR process according to the protocol on Roche480II using 30 ng RNA. Housekeeping gene β-actin was used as endogenous control. RNA was first reverse transcribed into cDNA at 65°C for 5 min. After enzyme activation at 95°C for 2 min, PCR was carried out at 95°C for 5 s and 60°C for 10 s for 45 cycles. For RT-PCR analysis, each sample was run in triplicates. Comparative Ct method (delta Ct method) was used to calculate the fold differences between BK KO and WT groups.

### Statistical Analysis

Data were analyzed with Origin 8.5 (OriginLab, United States), Excel 2016 (Microsoft, WA) and Prism 6 (GraphPad software, San Diego, CA). Data are presented as the mean ± standard error of the mean (SEM). Student’s t-test or one-way ANOVA was used to assess the statistical significance of differences. When *p* < 0.05, differences were accepted as significant.

## Results

### Identification of a *de novo* Variant in KCNMA1 (hbkα) From a Patient With Febrile Seizures

In this study, among the 26 clinical patients, two patients had a history of head trauma, two patients had a history of asphyxia and oxygen inhalation, two patients had premature delivery and one patient had severe pneumonia, which might be the inducement of epilepsy. In addition, eleven patients had abnormal EEG, five patients had abnormal MRI, and two patients had a family history of epilepsy (Table 1).

**TABLE 1:** Clinical data of 26 patients with one LOF variants in BK channels.

Patient ID genomic variant	2 p. E155Q	13 NA	4 p. E471G	20 c. 344A > G
Gene	KCNMA1	SCN1A	UPF3B	Panel ASXL3
*De novo* variant	Yes	NA	NA	NA
Gender	M	M	F	F
Age	6	6	17	3
Course (years)	5	5	8	2
Age of seizure onset (years)	1	1	9	1
Epilepsy details	Tonic-clonic limbs, unconsciousness, eyes rolled up and staring, no answer	Tonic-clonic limbs, unconsciousness, foaming at the mouth, lasting	Often onset in sleep and early morning, accompanied by disturbances in consciousness and urinary incontinence	Series of spasmodic seizures
		2–10min		
Anticonvulsant treatment	VPA	VPA, LEV, CLB, Ketogenic diet	OXC, VPA	VPA
EEG features	Sharp wave, sharp slow wave and spike slow wave. Rhythmic energy intensity of δ and θ increased	Sharp wave and sharp slow wave	A few sharp waves, sharp slow waves and spike slow waves	Peak rhythm disorder with intermittent phenomenon
MRI	NA	Normal	Normal	Brain dysplasia, left brain atrophy
Family history of epilepsy	No	No	No	Yes
Other details	Premature delivery 2/26			
	History of head trauma 2/26			
	History of severe pneumonia 1/26			
	History of suffocation and oxygen 2/26			
	Developmental delay 3/26			
	EEG abnormality 11/26			
	Abnormal MRI 5/26			
	Family history of epilepsy 2/26			

F, female; M, male; NA, data not available; VPA, valproate acid; LEV, levetiracetam; CLB, clobazam; OXC, oxcarbazepine.

A novel variant c.463G > C [p.(E155Q)] in a patient with febrile seizures was identified. The patient, male, full-term born on August 26, 2015, bw3500 g, had a history of oligohydramnios and intrauterine distress, and no family history of epilepsy. He had several histories of febrile convulsions, which was characterized by tetanic clonus of limbs, unconsciousness, upturned eyes, unable to call, hyperactivity, repeated daze, poor language development and developmental delay. There was no abnormality in blood tandem mass spectrometry, and the energy of urine tandem mass spectrometry was disordered. EEG showed that there were some sharp waves, and spike waves on both sides of the brain. We predicted that the location of amino-acid E155 was in the domain S1/S2 linker of BK α (Figure 1A). A previous study already reported that R458T and E884K mutants were located in the domain S6/RCK1 cytoplasmic linker and the RCK2 domain of BKα (Figure 1A). Therefore, we constructed three plasmids: KCNMA1-E155Q, KCNMA1-R458T, and KCNMA1-E884K (Figure 1B).

**FIGURE 1:**
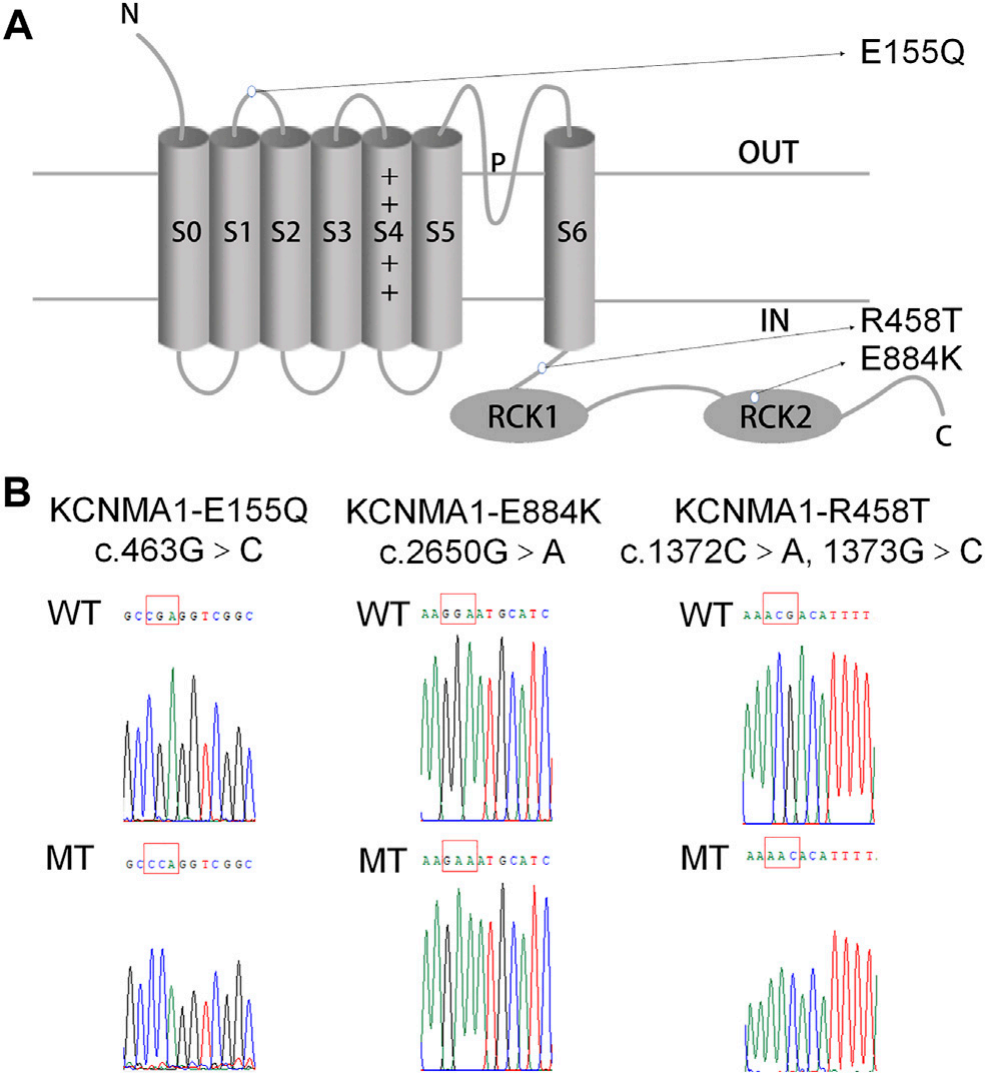
Location and sequencing of the KCNMA1 variants. **(A)** Predicted transmembrane topology of KCNMA1 depicting the location of the variants. **(B)** DNA sequencing identified the mutations in the constructed hBKα plasmid. The mutation sites are marked by a red square.

### Electrophysiological Characteristics of BK Channel LOF Variant E155Q

E155Q variant is highly conserved among different species during evolution (Figure 2A). To determine whether the c.463 G > C [p. (E155Q)] variant had an effect on BK channel function, we expressed mutant E155Q channel and control wild-type (WT) channel, recorded potassium currents, and analyzed the current voltage relationship. The results showed that in 1 and 10 μM free Ca^2+^ concentration, the macro currents amplitude of E155Q mutant was always smaller than that of WT (Figure 2B). Moreover, we found that the I-V curve of the mutant E155Q moved in the direction of positive potential (Figures 2C,D). Regardless of whether the free calcium concentration was 1 μM (*p* < 0.05 at 70 mv, *p* < 0.01 at 80–90 mv, *p* < 0.001 at 100–150 mv) or 10 μM (*p* < 0.05 at 70 mv, *p* < 0.01 at 80 mv −100 mv, *p* < 0.001 at 110 mv −150 mv), the E155Q mutant significantly reduced the current density of BK when the stimulation voltage reached 70–150 mv (Figure 2E, *n* = 6–14/group). Thus, the E155Q mutant is identified as a LOF variant.

**FIGURE 2:**
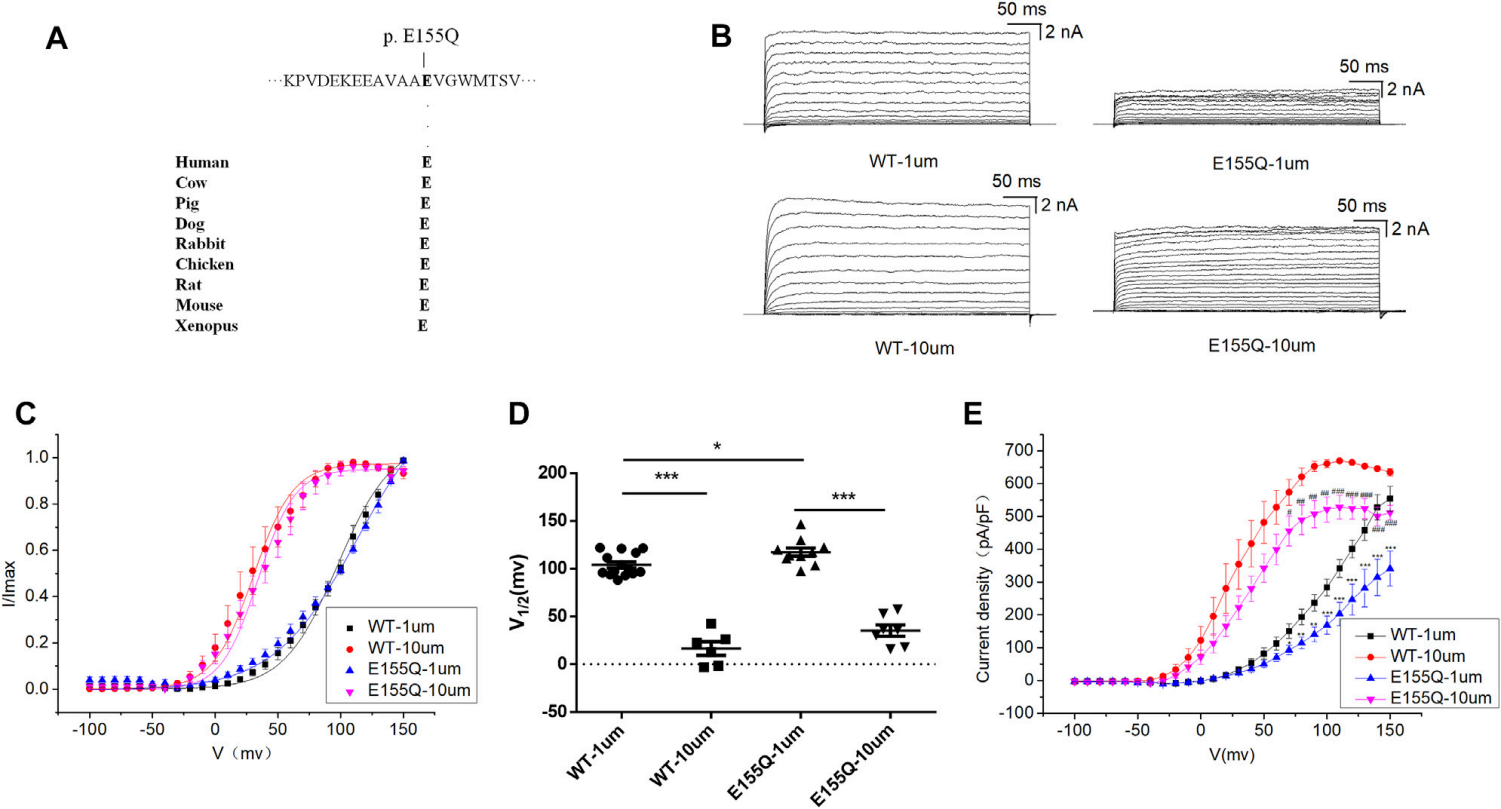
Electrophysiological characterization of variant E155Q. **(A)** The E155Q variant occur at an evolutionarily conserved amino acid residues. **(B)** Representative macroscopic currents of WT and mutant BK channels with variant E155Q from whole-cell patch experiments in the presence of 1 and 10 μm Ca^2+^. **(C)** The I-V curves of WT and E155Q mutant BK channels are shown at 1 and 10 μm Ca^2+^. The I-V curves are fitted by Boltzmann function (solid lines) with V1/2 and slope factor at nominal at 1 μm Ca^2+^ [97.5 ± 4.1 mV, 21.4 ± 2.1 WT, and 113.4 ± 6.4 mV, 33.2 ± 3.3 p.(E155Q)] and at 10 μm Ca^2+^ [30.4 ± 2.4 mV, 15.9 ± 0.8 WT, and 34.2 ± 2.9 mV, 14.6 ± 1.6 p.(E155Q)]. **(D)** Scatter plots of voltage at half-maximal activation (V1/2) for WT and variants. **(E)** The current density of WT and E155Q mutant BK channels are shown at 1 and 10 μm Ca^2+^. The data are presented as mean ± SEM. (Compared with WT-1um, *p < 0.05, **p < 0.01, ***p < 0.001. Compared with WT-10um, #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001. *n* = 6–14/group).

### Effect of the β4 Subunit on the BK Channel Variant E155Q

The β4 subunit is an auxiliary subunit specifically expressed by neurons, dominantly expressed in brain. To determine whether the β4 subunit and the E155Q mutation interact, we co-transformed the β4 subunit and the E155Q mutant in HEK 293T cells. Compared with E155Q mutant, the β4 subunit had no effect on the macro current density amplitude, I-V curve, or V1/2 (Supplementary Figures S1A–D). Further analysis of the activation time constant (*τ*) revealed that *τ* of the E155Q+ β4 mutant was significantly greater than that of the E155Q mutant (Supplementary Figure S1E, *n* = 6–9/group), and thus the β4 subunit slowed down the activation of the E155Q mutant.

### Electrophysiological Characteristics of BK Channel LOF Variant R458T

R458T variant is highly conserved among different species during evolution (Figure 3A). We used the HEK 293T cell system to express and compare WT and mutant R458T channels. The results showed that R458T mutant significantly reduced the macro currents and current density amplitude of BK channel (Figures 3B,E). The I-V curve of R458T mutant shifted to the positive voltage direction (Figures 3C,D). Noticed, the smaller Ca^2+^-induced leftward shift of the I–V in the mutant suggests that its apparent Ca^2+^ sensitivity is less than that of the WT, further exacerbating the LOF phenotype.

**FIGURE 3:**
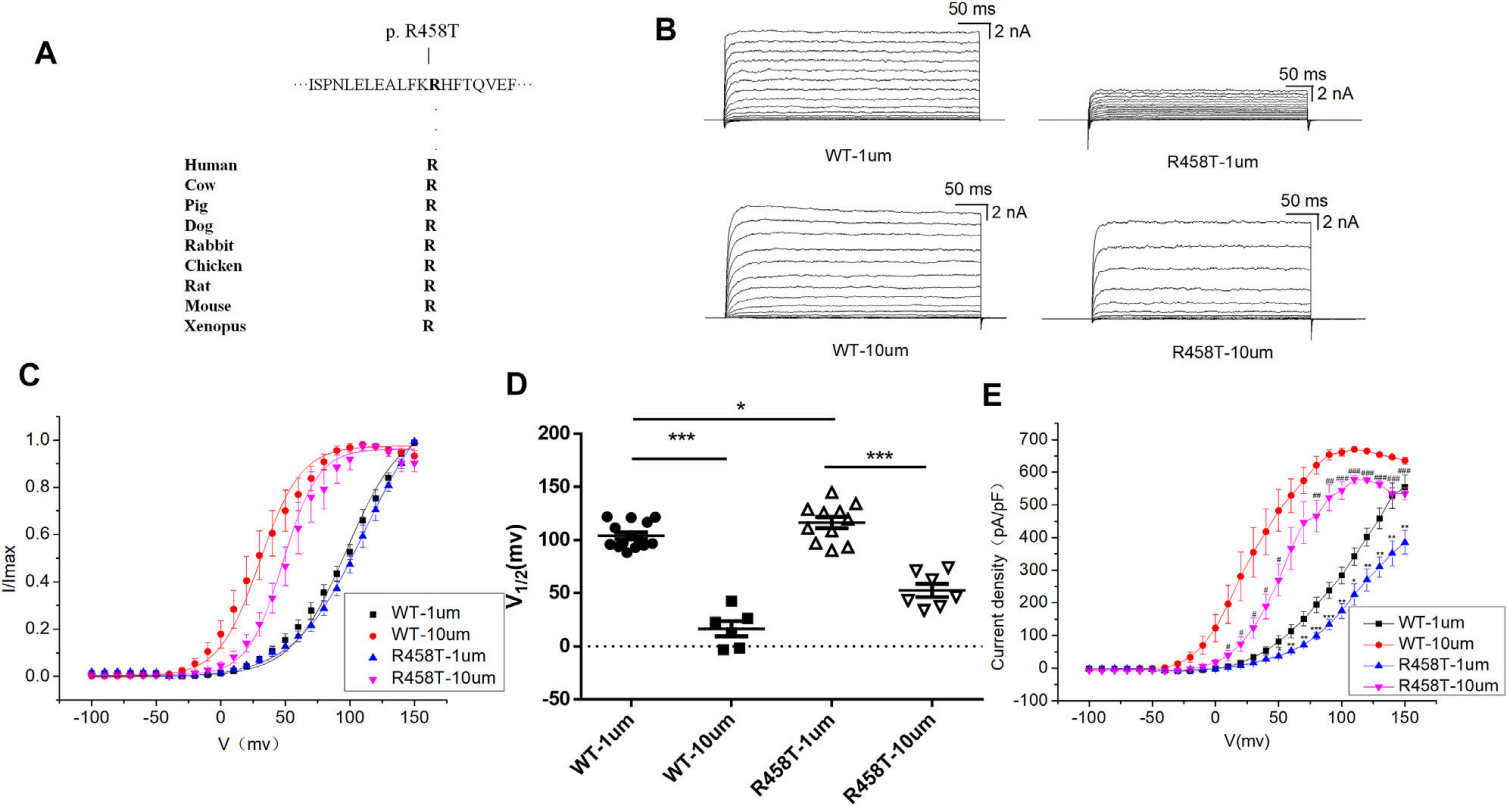
Electrophysiological characterization of variant R458T. **(A)** The R458T variant occur at an evolutionarily conserved amino acid residues. **(B)** Representative macroscopic currents of WT and mutant BK channels with variant R458T from whole-cell patch experiments in the presence of 1 and 10 μm Ca^2+^. **(C)** The I-V curves of WT and R458T mutant BK channels are shown at 1 and 10 μm Ca^2+^. The I-V curves are fitted by Boltzmann function (solid lines) with V1/2 and slope factor at nominal at 1 μm Ca^2+^ [97.5 ± 4.1 mV, 21.4 ± 2.1 WT, and 111.9 ± 6.3 mV, 27.5 ± 2.4 p.(R458T)] and at 10 μm Ca^2+^ [30.4 ± 2.4 mV, 15.9 ± 0.8 WT, and 48.2 ± 2.6 mV, 13.7 ± 1.1 p.(R458T)]. **(D)** Scatter plots of voltage at half-maximal activation (V1/2) for WT and variants. **(E)** The current density of WT and R458T mutant BK channels are shown at 1 and 10 μm Ca^2+^. The data are presented as mean ± SEM. (Compared with WT-1um, *p < 0.05, **p < 0.01, ***p < 0.001. Compared with WT-10um, #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001. *n* = 6–14/group).

### E884K Variant in the RCK2 Domain Markedly Reduced the Amplitude of the BK Currents

E884K variant is highly conserved among different species during evolution (Figure 4A). The E884K variant significantly reduced the amplitude of the BK currents (Figure 4B). Moreover, the I-V curve of E884K variant shifted to the positive voltage direction similar to E155Q and R458T (Figures 4C,D). Regardless of whether the free calcium concentration was 1 μM (*p* < 0.01 at 50 mv, *p* < 0.001 at 60–150 mv) or 10 μM (*p* < 0.05 at 50–60 mv, *p* < 0.01 at 70–130 mv, *p* < 0.001 at 140–150 mv) the E884K mutant markedly reduced the current density of BK when the stimulation voltage reached 50–150 mv (Figure 4E). Therefore, the E884K variant is also considered as a LOF variant.

**FIGURE 4:**
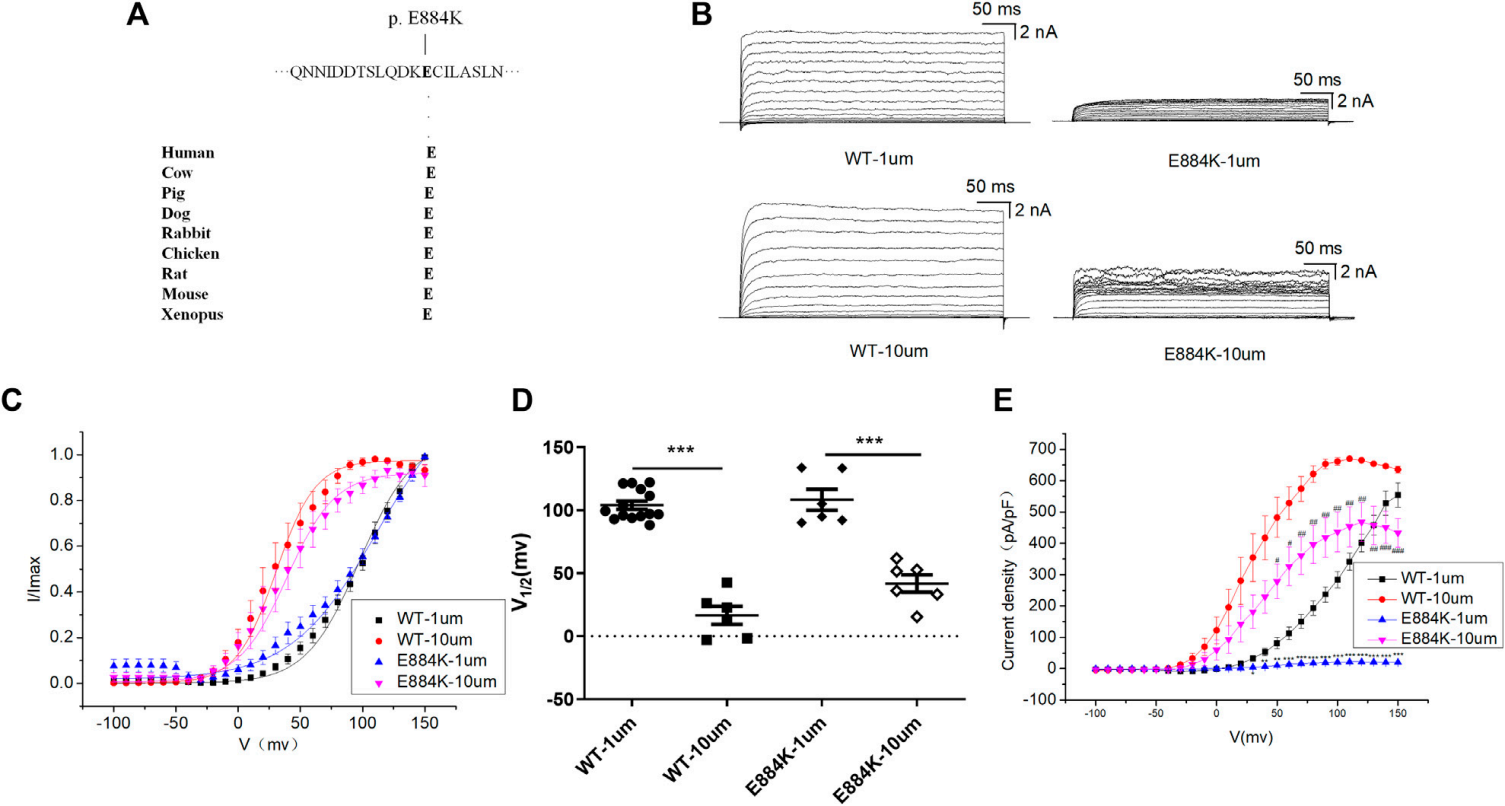
Electrophysiological characterization of variant E884K. **(A)** The E884K variant occur at an evolutionarily conserved amino acid residues. **(B)** Representative macroscopic currents of WT and mutant BK channels with variant E884K from whole-cell patch experiments in the presence of 1 and 10 μm Ca^2+^. **(C)** The I-V curves of WT and E884K mutant BK channels are shown at 1 and 10 μm Ca^2+^. The I-V curves are fitted by Boltzmann function (solid lines) with V1/2 and slope factor at nominal at 1 μm Ca^2+^ [97.5 ± 4.1 mV, 21.4 ± 2.1 WT, and 112.0 ± 6.7 mV, 34.8 ± 4.2 p.(E884K)] and at 10 μm Ca^2+^ [30.4 ± 2.4 mV, 15.9 ± 0.8 WT, and 39.3 ± 2.2 mV, 19.3 ± 1.4 p.(E884K)]. **(D)** Scatter plots of voltage at half-maximal activation (V1/2) for WT and variants. **(E)** The current density of WT and E884K mutant BK channels are shown at 1 and 10 μm Ca^2+^. The data are presented as mean ± SEM. (Compared with WT-1um, *p < 0.05, **p < 0.01, ***p < 0.001. Compared with WT-10um, #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001. *n* = 6–14/group).

### BK Channel Knockout Mediates Epilepsy

BK channel knockout (BK KO, *kcnma1* ^−/−^) mice were generated by the deletion of exon four of *kcnma1* (gene encoding the α subunit of BK, BKα) using the CRISPR/Cas9 strategy (Figure 5A) (Wang et al., 2019). The BK KO mice, which carried a 16 bp fragment deletion in exon 4, was identified by PCR (Figure 5B) and confirmed by sequencing (Figure 5C). By observing movie (Supplementary Movies S1, S2), it is more intuitive to show that BK KO mice have an epileptic phenotype. Through continuous recording for 2 h, it was found that BK KO mice showed nearly 25% of grade 4–5 convulsive seizures (Figure 5D, *n* = 3). In addition, the seizure time and grade of BK KO mice were significantly greater than those of WT mice (Figure 5D, *p* < 0.001, *n* = 3). Thus, we found that BK KO mice have spontaneous epileptic symptoms, mainly manifested as generalized tonic clonic seizures and absence seizures (Figure 5D), which corresponds to the epileptic phenotype of human BK channel functional inactivation gene mutation (BK channel frameshift mutation) (Tabarki et al., 2016).

**FIGURE 5:**
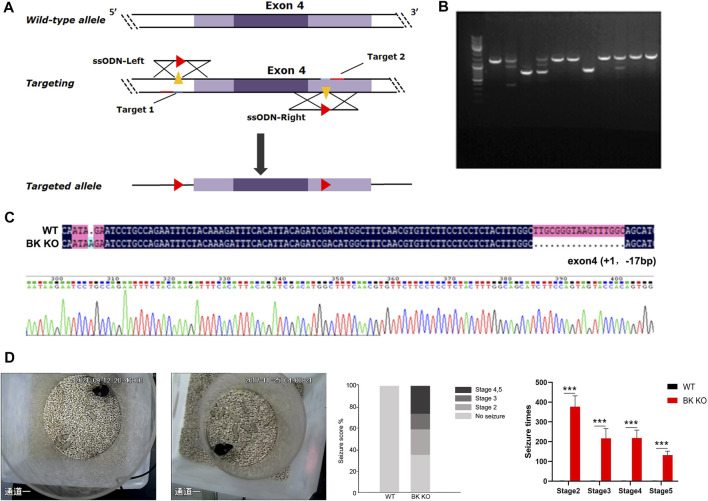
Construction of BK KO mice with spontaneous epilepsy. **(A)** Schematic outlining the generation of BK knockout mice using the CRISPR/Cas9 system. The targeting sites of KCNMA1 (gene encoding the α subunit of BK, BKα) are shown. **(B,C)** BK KO mice were established by breeding BK^+/−^ males and females. The targeted fragment of KCNMA1 was amplified by PCR using genomic DNA templates, and the BK channel deletion was confirmed by sequencing. Genome sequencing of BK KO mice showed a frameshift mutation (- 16 bp) in exon 4. **(D)** Spontaneous epileptic behavior of BK KO mice. The proportion of different seizure stages in BK KO/WT mice was observed for 2 h (***p < 0.001, *n* = 3).

### FP Characteristics of BK KO Mice

Then, to determine differences of BK KO and control mice in EEG levels, the power spectral density (PSD) of BK KO and control mice on was directly measured. We compared the field potential (FP) signals of BK KO and control mice, and differences in FP activity were visualized via using heat maps of spectral density generated by OmniPlex software (Plexon, United States). Compared with the control mice, BK KO mice had no significant differences on the FP activity (Figure 6A). The results showed that the EEG of WT mice presented basic waves with low frequency and amplitude, and there were no abnormal epileptic waves. The EEG of BK KO mice showed the basic wave with lower frequency and amplitude, accompanied by a small number of spike-waves (Figure 6B). The energy intensity values of five common rhythms collected by EEG were counted, δ Wave (0.5–4 Hz) belongs to a slow wave, which is the main rhythm in the sleep state of mice. Compared with control group, the δ rhythmic energy intensity of BK KO mice decreased significantly (Figure 6C, *p* < 0.001, *n* = 4). θ wave (4–7 Hz) and δ wave is similar to the rhythm that appears during sleep. θ rhythmic energy intensity in BK KO mice was lower than that in control group (Figure 6C, *p* < 0.001, *n* = 4). α wave (8–13 Hz) is the normal brain wave of mice. Compared with control group, α rhythmic energy intensity of BK KO mice increased significantly (Figure 6C, *p* < 0.001, *n* = 4). β wave (15–30 Hz) is the main rhythm when the brain is excited. Compared with control group, β rhythmic energy intensity in BK KO mice increased significantly (Figure 6C, *p* < 0.001, *n* = 4). γ wave (>30 Hz) belongs to a fast wave that occurs during rapid eye movement sleep and γ rhythmic energy intensity in BK KO mice decreased significantly (Figure 6C, *p* < 0.01, *n* = 4). Moreover, the PSD of total frequency waves of BK KO mice was obviously smaller than that of the control group (Figure 6D). Thus, the slow-wave power was reduced, normal and excited wave power was enhanced in BK KO mice.

**FIGURE 6:**
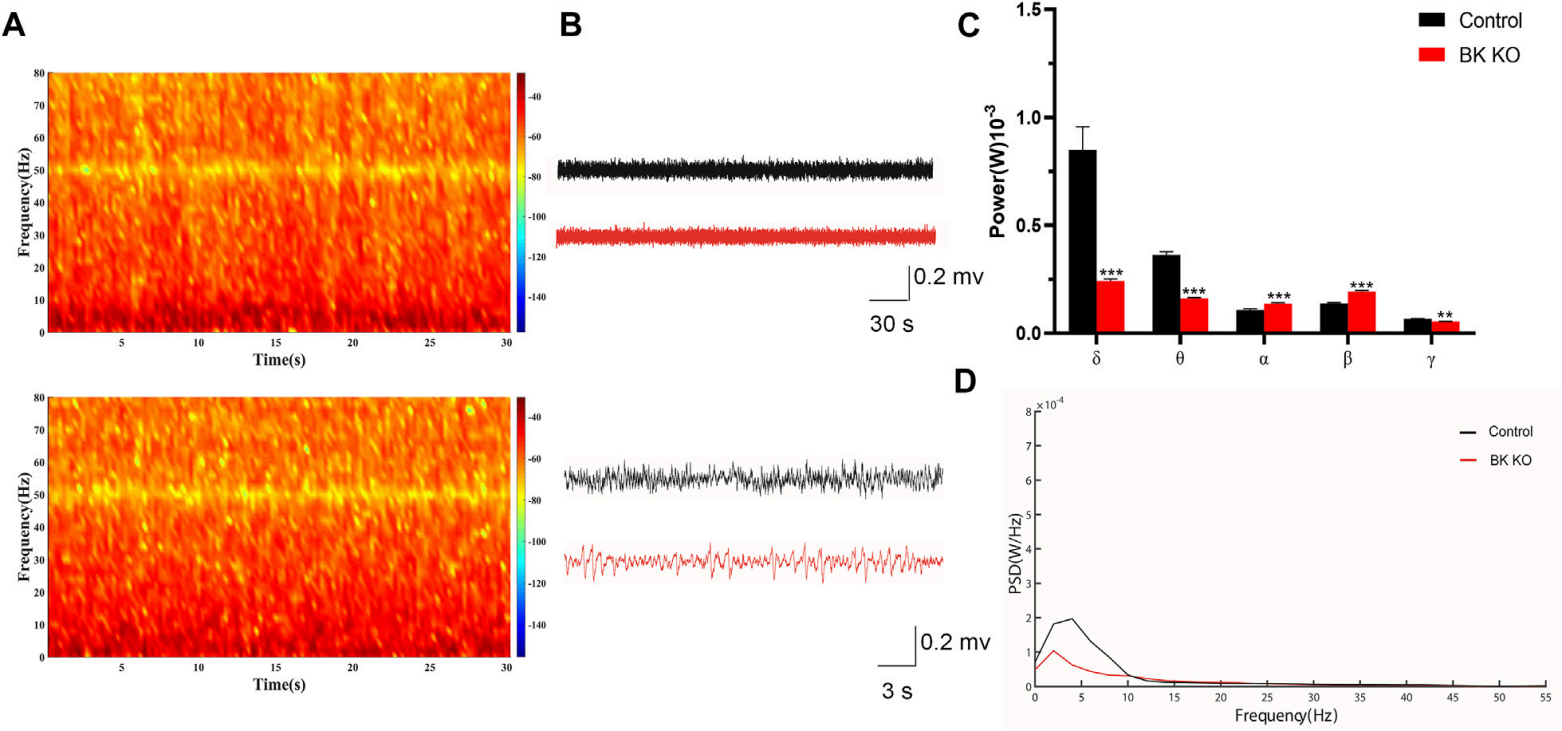
*In vivo* multichannel EEG recording of mice. **(A,B)** FP signals and spectral heat maps from a representative WT (black) and BK KO (red) mice are shown, respectively. **(C)** Spectral analysis of PSD values on different frequency δ, θ, α, β, and γ waves in each group. **(D)** The PSD of mice in each group (Compared with control group, *p < 0.05, **p < 0.01, ***p < 0.001, *n* = 4).

### Motor Impairment in BK KO Mice

Using the catwalk gait analysis system, a number of gait abnormalities were identified. By observing movie (Supplementary Movies S3, S4), it can be intuitively found that BK KO mice have abnormal gait and shorter stride phenotype (Figures 7A–C). The print area (RF, RH, LF, LH) of BK KO mice was narrower than that of control mice (Figure 7D, *p* < 0.001, *n* = 5). Moreover, the mean intensity (RF, LF) of BK KO mice less than that of control mice (Figure 7D, *p* < 0.01, *n* = 5). Swing speed and stride length were smaller, with an unsteady gait pattern in the BK KO mice, compared to the gait of control mice (Figure 7D, *n* = 5). Results revealed BK KO mice presented motor impairment.

**FIGURE 7:**
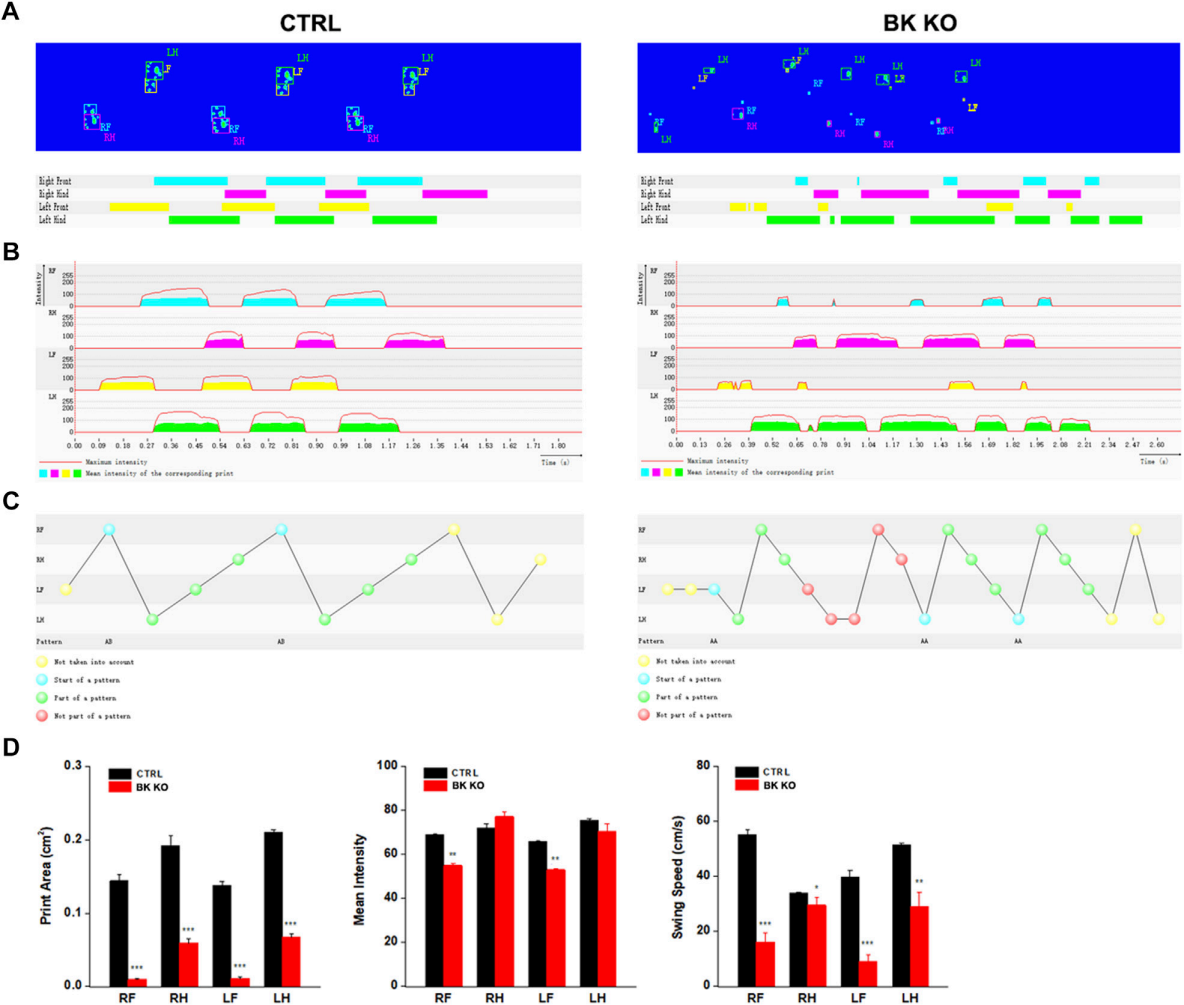
Gait analysis was performed by DigiGait imaging system. **(A–C)** Schematic diagram of WT and BK KO mouse footprints. **(D)** Print area (cm^2^), mean intensity and Swing speed (cm/s) of the right front (RF), the right hind (RH), the left front (LF), the left hind (LH) limb were chosen as the observation index. The Data are presented as means ± SEM. (Compared with control group, *p < 0.05, **p < 0.01, ***p < 0.001, *n* = 5).

In addition, the total distance (Supplementary Figure S2A, *p* < 0.001, *n* = 8), average speed (Supplementary Figure S2C, *p* < 0.001, *n* = 8) of BK KO mice significantly reduced in the open field, and the total distance (Supplementary Figure S2G, *p* < 0.001, *n* = 8) of BK KO mice markedly decreased in the *Y*-maze test. Thus, BK KO mice also showed motor impairment in the Y-maze and open field test. What’ more, BK KO mice showed smaller time in the central area (Supplementary Figure S2B, *p* < 0.001, *n* = 8), frequency and aim-quadrant stay time (Supplementary Figures S2D,E, *p* < 0.001, *p* < 0.05, *n* = 6), and the percentage of spontaneous alternation (Supplementary Figure S2F, *p* < 0.001, *n* = 8) as compared with the WT mice. Although motor impairment suggested that it might have an impact on anxiety and cognitive impairment of BK KO mice, there were also literatures supporting that BK KO have the cognitive impairment phenotype without the interference factor of locomotion (Sausbier et al., 2004). This strongly suggested that BK KO mice might be accompanied by anxiety and cognitive impairment in addition to the phenotype of motor impairment.

### Transcriptome Sequencing and Analysis of Hippocampus and Cortex of BK KO Mice

In this study, we used RNA-Seq to analyze the transcriptome of BK KO/WT mice hippocampus and cortex, and performed transcriptome profiling to characterize the differentially expressed genes. 

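Hippocampus and cortex of 3 BK KO and 3 WT adult mice were sequenced, which gave 12 libraries, 3 for each genotype and tissue. The poly-A libraries were made from 2 μg of total RNA and read as 150 bp paired ends. The authors deposited 1 table per tissue, which lists only the genes they called differentially expressed, with the base mean of each group, the fold change, the p-value and the Benjamini-Hochberg adjusted p-value of their DESeq comparison. Each table also gives 1 value per library for each gene, whose digits and relation to transcript length are those of FPKM, fragments scaled to transcript length and to the fragments of the library. The depth of the libraries is unknown, since the values do not sum over all genes and were not whole multiples of a read. Each tissue was tested here with limma on log2(FPKM + 1), 3 BK KO libraries against 3 WT libraries, and a gene was counted past the threshold when its unadjusted p-value was under 0.05 and its log2 fold change was beyond 0.58 in either direction. Fold changes on this scale understate the change of genes with low FPKM. Because the genes were selected on these same libraries, the counts describe the listed genes and are not an independent test. The targeted gene, Kcnma1, encodes the pore-forming subunit of the BK channel and lies on chromosome 14 of GRCm38 from 23289431 to 24014491 (GENCODE release M21, since the paper's text names no build). Its FPKM in hippocampus was 10.5 ± 0.822 (SD, n = 3) in WT mice and 2.73 ± 0.156 (SD, n = 3) in BK KO mice, and in cortex it was 11.2 ± 1.21 (SD, n = 3) and 2.94 ± 0.168 (SD, n = 3). The log2 fold change was -1.63 (standard error 0.10) in hippocampus and -1.63 (standard error 0.10) in cortex, with limma p-values of 1.30e-06 and 3.16e-06. In both tissues every BK KO library was below every WT library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). In the authors' deposited table Kcnma1 had the smallest p-value of each tissue, 5.73e-32 in hippocampus and 6.33e-22 in cortex.

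**Figure D1:**
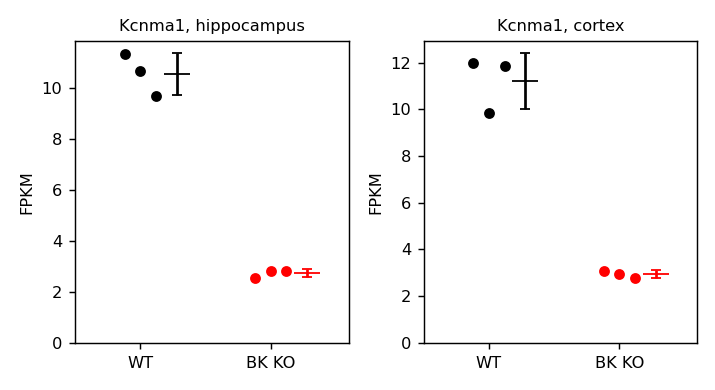
FPKM of Kcnma1 in hippocampus (left) and cortex (right) of WT and BK KO mice. Points are single libraries and bars are the mean and SD of 3 libraries; the BK KO libraries lie between 2.54 and 3.09 FPKM, all below the WT libraries.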

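In the hippocampus table, 278 of the listed genes were past the threshold on log2(FPKM + 1), 135 higher and 143 lower in BK KO mice. A pseudocount of 0.1 in place of 1 moved this count most in number of genes, to 548, and a log2 fold change beyond 1 in place of 0.58 lowered it to 35. A mean FPKM under 1 was found for 209 listed genes. In 521 genes the 3 BK KO values all lay above or all below the 3 WT values, which 10% of genes do by chance before any selection. With each library left out in turn, between 230 and 282 genes were past the threshold. In the authors' deposited table for hippocampus, 130 genes had an adjusted p-value under 0.05, and the largest adjusted p-value was 0.726. The adjusted p-values of that table correspond to 18192 tested genes, of which 1236 had a p-value no larger than the last listed one, whatever their fold change. With no difference between the groups, 898 genes would have such a p-value.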

A total of 652 genes were screened with the threshold of significance at *p* < 0.05 and |log2foldchange| > 0.58, among which 382 genes were down-regulated and 270 genes were up-regulated in hippocampus tissues. 

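The cortex table gave 173 genes past the threshold, 61 higher and 112 lower in BK KO mice, and 408 with a pseudocount of 0.1. The groups were fully separated in 452 of the listed genes. Between 135 and 180 genes were past the threshold with each library left out in turn. WT and BK KO libraries of the same number had a mean correlation of -0.110 in their deviations from the group mean, across listed genes, which are not independent replicates. With the replicate number as a block, 165 genes were past the threshold. The authors' deposited table for cortex holds 72 genes with an adjusted p-value under 0.05 and a largest adjusted p-value of 0.711. Its adjusted p-values correspond to 18081 tested genes, 1271 of them with a p-value no larger than the last listed one, against 903 with no difference between the groups. Across both tables, 196 genes were listed in hippocampus and in cortex, all 196 changed in the same direction, and 20.1 would be shared by chance (one-sided Fisher's exact p, from the hypergeometric distribution, 9.70e-146). The hippocampus and cortex libraries of a mouse are not independent, and over the shared genes same-numbered libraries of the tissues deviated together with a mean correlation of 0.372. Tested over these 196 genes with limma, the genotype-by-tissue interaction had an adjusted p-value under 0.05 in 0 genes and an unadjusted one in 0, where 9.80 are expected by chance. With the same-numbered libraries of a genotype blocked as 1 mouse, these counts were 0 and 4. Selecting genes called in both tissues favors equal changes, so these counts do not show that the tissues respond alike.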

In cortex tissues, we detected a total of 561 differentially expressed genes with the threshold of significance at *p* < 0.05 and |log2foldchange| > 0.58, including 162 up-regulated genes and 399 down-regulated genes (Figure 8A).

**FIGURE 8:**
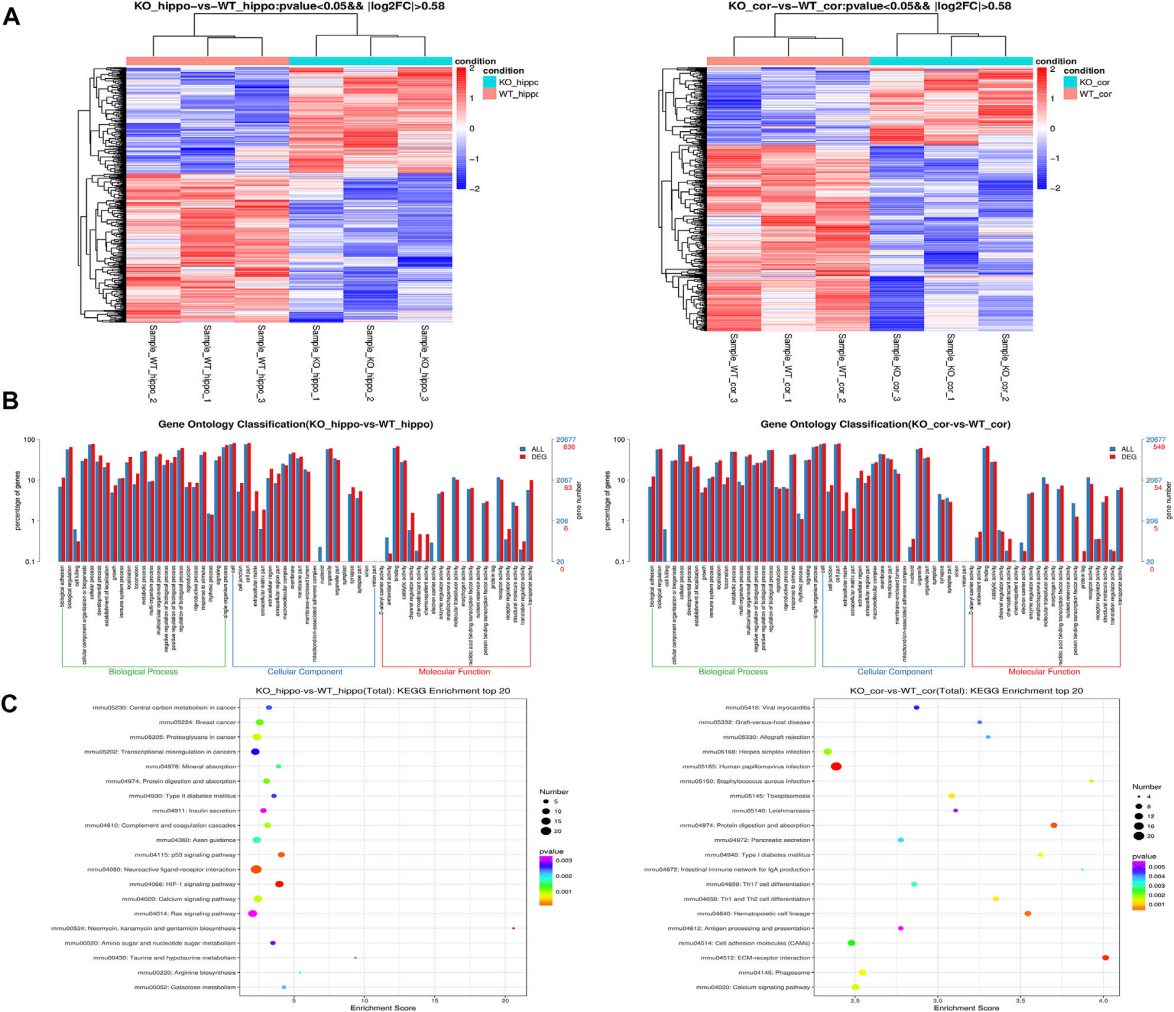
Transcriptome profiling in the hippocampus and cortex tissues of mice. **(A)** Heatmap of the DEGs. **(B)** Enriched Biological Process pathway, cellular component and molecular function in GO analysis (*p* < 0.05). **(C)** KEGG enrichment analysis of DEGs. The intensity of the color depends on the *p* value. The size of plot depends on the gene count. (*n* = 3).

In order to better understand the potential functions of differentially expressed genes, Gene Ontology (GO) enrichment analysis was carried out to assess the involved pathways. 

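The deposited tables annotate each gene with its GO terms. The term cell adhesion was carried by 31 genes of the hippocampus table, 17 higher and 14 lower in BK KO mice, of which 16 were past the threshold on log2(FPKM + 1). In cortex it was carried by 30 genes, 8 higher and 22 lower, of which 8 were past the threshold. The term multicellular organism development was carried by 58 genes in hippocampus, 21 higher and 37 lower, and by 41 genes in cortex, 17 higher and 24 lower. Of these, 26 and 14 were past the threshold. No enrichment was computed, because only called genes are listed and the terms of the other tested genes were not analysed here.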

Biological process pathway in GO analysis results showed that development process and biological adhesion were enriched (Figure 8B). The results of kyoto encyclopedia of genes and genomes (KEGG) showed that insulin secretion, axon guidance, p53 signaling pathway, HIF-1 signaling pathway and calcium signaling pathway were enriched in hippocampus (Figure 8C). 

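By the KEGG annotation of the deposited hippocampus table, axon guidance was represented by 12 genes, 3 higher and 9 lower in BK KO mice, of which 8 were past the threshold. Sema7a, with 81.1 ± 15.3 FPKM (SD, n = 3) in WT and 48.8 ± 4.96 FPKM (SD, n = 3) in BK KO mice, had a log2 fold change of -0.71, which stayed between -0.87 and -0.61 with each library left out. The p53 signaling pathway was represented by 8 genes, 6 higher and 2 lower, of which 4 were past the threshold. Among them Igfbp3 rose from 4.48 ± 1.02 FPKM (SD, n = 3) to 8.89 ± 2.85 FPKM (SD, n = 3) and Apaf1 from 1.50 ± 0.589 FPKM (SD, n = 3) to 3.07 ± 0.593 FPKM (SD, n = 3). Calcium signaling was represented by 13 genes, 10 higher and 3 lower, of which 5 were past the threshold and 9 had fully separated groups. In the authors' deposited table, 3 of the axon guidance genes and 1 gene each of the p53 and calcium pathways had an adjusted p-value under 0.05.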

On the other hand, cortical KEGG results showed that cell adhesion molecules (CAMs), ECM-receptor interaction, phagosome and calcium signaling pathway were enriched (Figure 8C).

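By the KEGG annotation and the directions of the authors' deposited cortex table, cell adhesion molecules were represented by 10 genes, 1 higher and 9 lower in BK KO mice, ECM-receptor interaction by 8 genes, 1 higher and 7 lower, and phagosome by 11 genes, 3 higher and 8 lower. H2-M10.2, counted as lower under cell adhesion molecules and phagosome, is listed at 0 FPKM in every library, so its FPKM show no direction. Past the threshold were 2, 1 and 2 of the genes of these pathways, in this order, and the groups were fully separated in 4, 8 and 5. In the authors' deposited table, 0, 1 and 0 of them had an adjusted p-value under 0.05. H2-Aa, listed under both cell adhesion molecules and phagosome, fell from 4.44 ± 1.77 FPKM (SD, n = 3) to 2.01 ± 1.16 FPKM (SD, n = 3), with overlapping groups and past the threshold in only 2 of the 6 fits that left out 1 library. Calcium signaling was represented by 11 genes, 1 higher and 10 lower, of which 4 were past the threshold and 8 had fully separated groups. Only Ryr1 among them had an adjusted p-value under 0.05 in the authors' deposited table. Of these 11 genes, 4 are also markers of skeletal muscle (Tnnc2, Atp2a1, Mylk2 and Ryr1), by a list of 30 markers of which 18 were listed in cortex, all lower in BK KO mice. Tnnc2 was at 25.2, 5.01 and 4.16 FPKM in the WT libraries 1 to 3 and at 0.495, 0.0949 and 0.109 FPKM in the BK KO libraries. Atp2a1 was at 6.65, 2.21 and 2.37 FPKM in WT and at 0.0850, 0.360 and 0.0879 FPKM in BK KO libraries. Mylk2 was at 0.143, 0.121 and 0.0349 FPKM in the WT libraries and listed at 0 in every BK KO library. Ryr1 fell far less in the authors' deposited table, from a base mean of 580 to 263. Its fold change of 0.454 stands against 0.0300 for Tnnc2 and 0.0865 for Atp2a1, so it does not share their near absence in BK KO mice. The one gene that rose, Adra1b, went from 7.03 ± 1.08 FPKM (SD, n = 3) to 13.2 ± 4.04 FPKM (SD, n = 3).

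**Figure D2:**
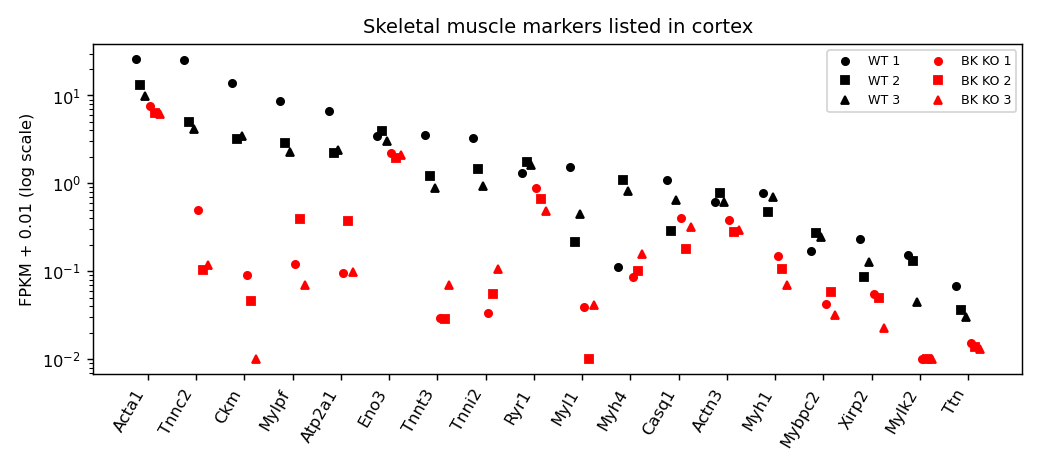
FPKM in cortex, with 0.01 added and on a log scale, of the 18 listed skeletal muscle markers, 4 of which belong to calcium signaling. Each point is 1 library, black for WT and red for BK KO, with a symbol for each replicate number; Tnnc2 reaches 25.2 FPKM in WT library 1.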

### Genes Were Verified

The transcriptomic results were compared with NCBI genebank (https://www.ncbi.nlm.nih.gov/gene/?term=), and it was found that DEGs in Supplementary Tables S1, S2 were closely related to epilepsy, astrocyte activation, neuroinflammation and microglia autophagy. 

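Of the 14 genes of Supplementary Table 1, 7 were past the threshold on log2(FPKM + 1), in the tissue whose deposited base means the table prints, and 13 with a pseudocount of 0.1. Among the epilepsy genes, which are those of hippocampus, Grin2b was at 3.25 ± 0.647 FPKM (SD, n = 3) in WT and 5.24 ± 1.44 FPKM (SD, n = 3) in BK KO mice, and its groups overlapped. Among the astrocyte activation genes, which are those of cortex, Mt2 rose from 354 ± 22.7 FPKM (SD, n = 3) to 605 ± 198 FPKM (SD, n = 3), and was past the threshold in 1 of the 6 fits that each left out 1 library. Gjb1 fell from 6.83 ± 0.565 FPKM (SD, n = 3) to 4.32 ± 0.876 FPKM (SD, n = 3), with a log2 fold change of -0.57. The log2 ratio of its group mean FPKM was -0.66, against the paper's -0.61 from base means. Gjb1 is also in the list of 14 oligodendrocyte markers used here. Ednrb fell from 9.24 ± 2.32 FPKM (SD, n = 3) to 6.43 ± 0.563 FPKM (SD, n = 3), with overlapping groups. Among the neuroinflammation genes of cortex, Il33 fell from 11.0 ± 0.571 FPKM (SD, n = 3) to 6.69 ± 1.29 FPKM (SD, n = 3) and Klf4 from 3.33 ± 0.770 FPKM (SD, n = 3) to 1.85 ± 0.279 FPKM (SD, n = 3). By comparing these genes with NCBI gene entries, the paper concludes that those of Supplementary Tables 1 and 2 are related to epilepsy, astrocyte activation, neuroinflammation and microglia autophagy.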

Through RT-PCR, we used three groups of the cortex and hippocampus between WT and BK KO mice to verify the bold eight genes in the Supplementary Tables S1, S2. (Foldchange was larger in the same group of genes). Gfap and Cdkn1a gene highly expressed in BK KO mice (Figure 9, *p* < 0.01, *n* = 3). There were three genes that were lowly expressed in BK KO mice, Grm3, Alpl and Nr4a1 (Figure 9, *p* < 0.05, *n* = 3). 

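In the sequenced cortex libraries, Gfap was at 38.7 ± 14.1 FPKM (SD, n = 3) in WT and 75.2 ± 21.6 FPKM (SD, n = 3) in BK KO mice, a log2 fold change of 0.97 that ranged from 0.64 to 1.22 with each library left out and was past the threshold in 2 of these 6 fits. Grm3, past the threshold in 2 of its 6 fits as well, fell from 14.6 ± 1.19 FPKM (SD, n = 3) to 9.45 ± 2.60 FPKM (SD, n = 3) and Alpl from 3.21 ± 0.410 FPKM (SD, n = 3) to 1.58 ± 0.176 FPKM (SD, n = 3). Nlrp10 was at 0.0170, 0.0566 and 0.00774 FPKM in the WT libraries and 0.0637, 0.253 and 0.126 FPKM in the BK KO libraries, and was not past the threshold. With BK KO values this low it could not rise past it on log2(FPKM + 1), whatever its WT values. The log2 ratio of its group mean FPKM was 2.45, against the paper's 2.38 from base means. In hippocampus, Efna5 fell from 4.62 ± 1.08 FPKM (SD, n = 3) to 2.93 ± 0.868 FPKM (SD, n = 3) and was not past the threshold, with a log2 fold change of -0.52. The log2 ratio of its group mean FPKM was -0.66, against the paper's -0.70 from base means. Reln rose from 5.16 ± 0.597 FPKM (SD, n = 3) to 11.9 ± 2.40 FPKM (SD, n = 3), a log2 fold change of 1.05. In Fig. 9, by contrast, the bar of Reln is lower in BK KO mice, without a significant difference. Cdkn1a rose from 14.6 ± 6.45 FPKM (SD, n = 3) to 33.1 ± 8.62 FPKM (SD, n = 3). Nr4a1 fell from 21.5 ± 6.44 FPKM (SD, n = 3) to 9.74 ± 5.37 FPKM (SD, n = 3), and was past the threshold in 4 of the 6 fits that each left out 1 library. The groups were fully separated for each of these genes (two-sided exact permutation test, p = 0.1, the smallest p possible here). The genes were selected on these same libraries, so the separation is no independent support. In the authors' deposited table the adjusted p-value was 0.0449 for Grm3, 0.0343 for Alpl and 0.00655 for Reln. It was 0.408 for Gfap, 0.522 for Nlrp10, 0.599 for Efna5, 0.118 for Cdkn1a and 0.455 for Nr4a1.

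**Figure D3:**
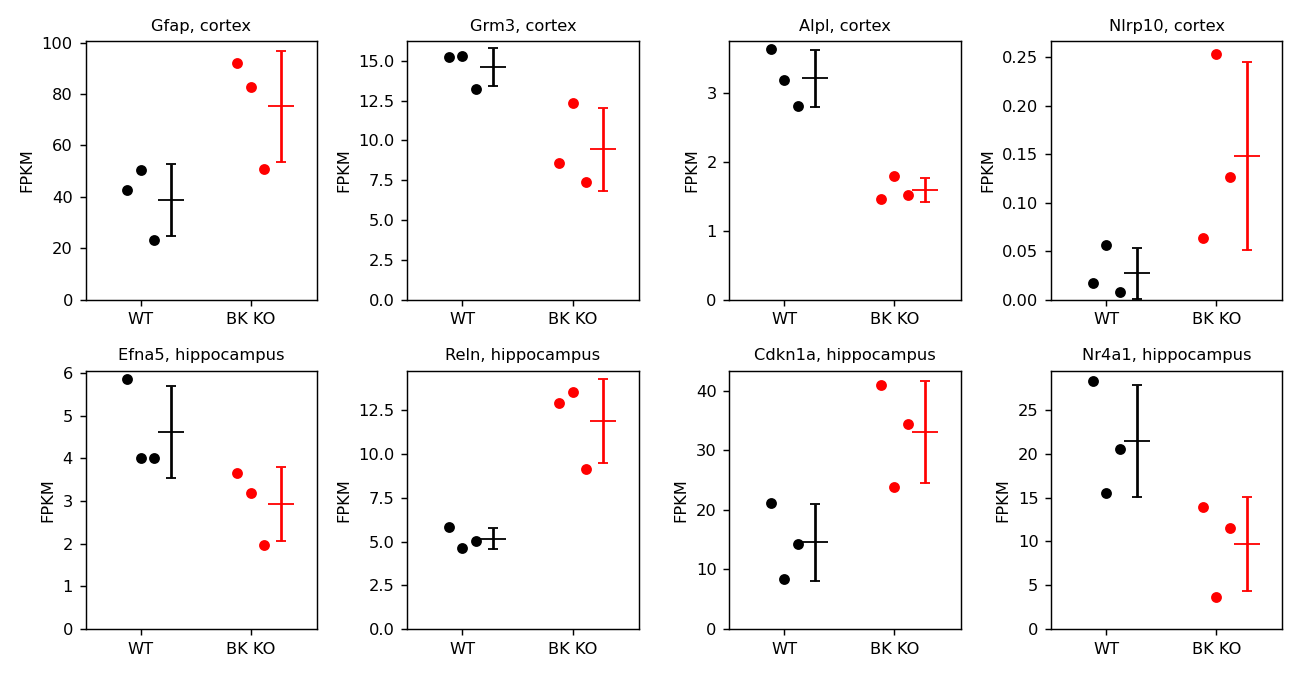
FPKM of the 8 genes chosen for RT-PCR, in the tissue used for each, in WT (black) and BK KO (red) mice. Points are single libraries and bars are the mean and SD of 3 libraries; Reln lies between 9.14 and 13.6 FPKM in BK KO libraries.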

In all, the results of RT-PCR and transcriptomics were highly consistent. We continued to explore the possible mechanisms of epilepsy through transcriptome.

**FIGURE 9:**
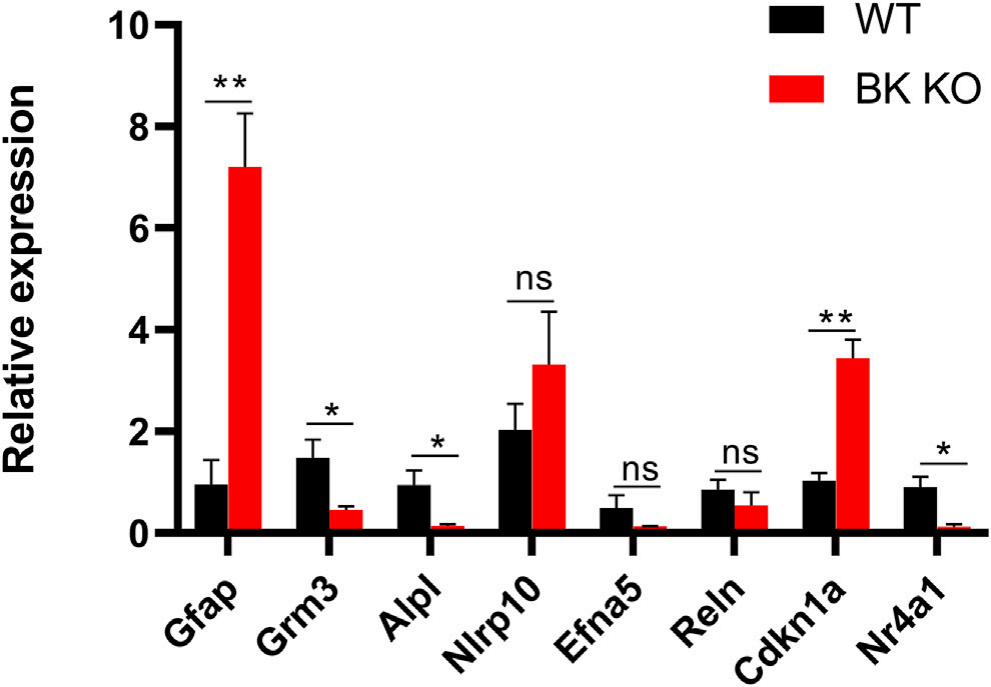
Differential expression of mRNAs between the cortex and hippocampus of WT (Black) and BK KO (Red) mice validated by RT-PCR. Gfap and Grm3 associated with astrocyte activation, Alpl, and Nlrp10 associated with neuroinflammation, Efna5 and Reln associated with epilepsy, Cdkn1a and Nr4a1 associated with autophagy. Gfap, Grm3, Nlrp10, Alpl in cortex, and Efna5, Reln, Cdkn1a, Nr4a1 in hippocampus. Ns (no significant difference, *p* > 0.05), ∗*p* < 0.05, ∗∗*p* < 0.01.

### Abnormal Autophagy in BK KO Mice

Autophagy is a normal catabolic process in cells. Various types of biological macromolecules undergo degradation and circulation through lysosomal digestion to maintain cell homeostasis. Improving the neuroinflammation response in the pathogenesis of multiple sclerosis (MS) can be achieved by enhancing autophagy (Liang and Le, 2015; Feng et al., 2017). This suggests that neuroinflammation and autophagy can influence each other, which in turn affects the progression of CNS-related diseases.

Transcriptomics results showed that there were 11 differentially expressed genes (DEGs) related to microglia autophagy in hippocampus and 5 DEGs related to microglia autophagy in cortical tissues (Supplementary Table S2). 

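Of the 11 hippocampus genes, 4 were past the threshold on log2(FPKM + 1), and 8 with a pseudocount of 0.1. These 4 were Cdkn1a, Nr4a1, Cryab and Spp1. In the authors' deposited table the smallest adjusted p-value among the 11 genes was 0.0636, for Mt1, so none was under 0.05. It was 0.118 for Cdkn1a, 0.455 for Nr4a1, 0.473 for Cryab and 0.373 for Spp1. Cryab fell from 67.3 ± 21.5 FPKM (SD, n = 3) to 38.3 ± 2.28 FPKM (SD, n = 3). Spp1 rose from 4.27 ± 1.07 FPKM (SD, n = 3) to 7.39 ± 2.44 FPKM (SD, n = 3), its groups overlapped and it passed in 2 of its 6 leave-out fits. P2rx4 fell from 4.47 ± 0.936 FPKM (SD, n = 3) to 2.91 ± 0.343 FPKM (SD, n = 3), with a log2 fold change of -0.48, and Mt1 rose from 40.0 ± 4.12 FPKM (SD, n = 3) to 53.2 ± 6.43 FPKM (SD, n = 3), with a log2 fold change of 0.40. The log2 ratio of group mean FPKM was -0.62 for P2rx4, against the paper's -0.59 from base means. For Mt1 it was 0.41, against the paper's 0.76. Of the 5 cortex genes, 3 were past the threshold, namely Cdkn1a, Il33 and Klf4. Their adjusted p-values in the authors' deposited table were 0.0102, 0.00355 and 0.343, and those of Mt1 and Ucp2 were 0.408 and 0.469. In cortex Cdkn1a rose from 18.4 ± 3.44 FPKM (SD, n = 3) to 36.8 ± 6.80 FPKM (SD, n = 3). Ucp2 was at 12.2 ± 3.36 FPKM (SD, n = 3) in WT and 17.7 ± 3.74 FPKM (SD, n = 3) in BK KO cortex and was not past the threshold.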

In order to further explore the role of autophagy in epilepsy, immunofluorescence experiments were performed on the hippocampus of WT and BK KO mice. In the hippocampal CA3 region of Ctrl group mice, autophagosome marker LC3B, lysosome marker LAMP1 and microglia marker IBA-1 were co-labeled, indicating that the interaction and fusion of autophagosome and lysosome in hippocampal microglia was normal (Figure 10A), but in the hippocampus CA3 region of BK KO mice, LC3B, LAMP1 and IBA-1 were partially not co-labeled, indicating abnormal interaction and fusion of autophagosomes and lysosomes in microglia of BK KO mice (Figure 10B). During epilepsy, there may be abnormal interaction and fusion between autophagosomes and lysosomes in hippocampal microglia. TRPML1 (key calcium channel of autophagy) promotes the fusion of autophagosomes and lysosomes, and the lysosomal calcium release of TRPML1 is closely related to autophagy (Scotto Rosato et al., 2019; Zhang et al., 2019). BK channel and TRPML1-GCaMP3 were co-expressed in HEK293T. The opener NS1619 of BK channel could induce the calcium outflow of lysosomes. Paxilline (PAX), a specific inhibitor of BK channel, can significantly inhibit the lysosomal calcium outflow (Figure 10C). In general, the activation of BK channel could activate lysosomal TRPML1. It suggested that BK might regulate the autophagy pathway from TRPML1.

**FIGURE 10:**
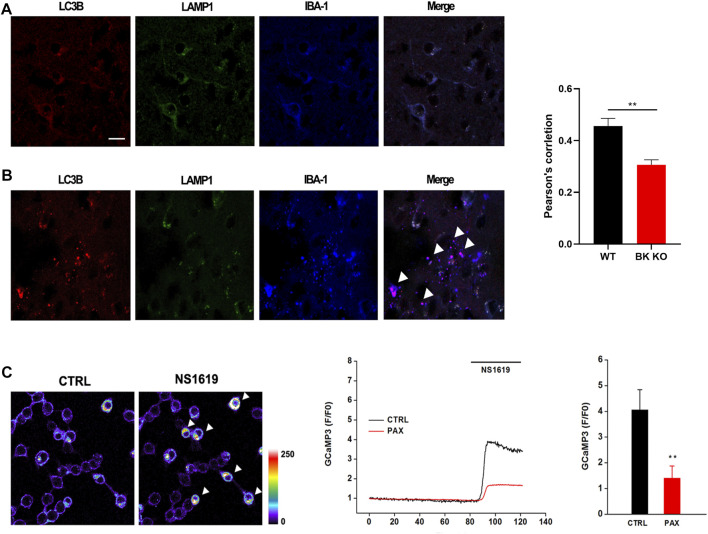
Autophagy in BK KO mice was abnormal. Calcium imaging found that the activation of BK channel could activate lysosomal trpml1 (autophagy key calcium channel). **(A)** Co labeling of microglia, LC3B, IBA-1, and LAMP1 in control mice. **(B)** Co labeling of microglia, LC3B, IBA-1, and LAMP1 in BK KO mice. **(C)** NS1619 was applied to HEK293T transfected with BK channel and TRPML1-GCaMP3 in order to detect its regulation of lysosomal calcium outflow (^∗∗^ *p* < 0.01, *n* = 6).

## Discussion

In this study, we identified three KCNMA1-LOF mutants (E155Q, R458T, E884K), of which E155Q was a *de novo* mutant. All three variants showed profound effects on BK channel function, and played its role through LOF mechanism (BK channel current decreased and I-V curve shifted to the positive voltage direction). Faster BK current activation directly increases neuronal firing rate by causing faster repolarization of action potentials (Jaffe et al., 2011; Contet et al., 2016), which might be the cause of BK-GOF mediated epilepsy. The causes of BK-LOF mediated epilepsy include the inhibition of repolarization of action potential, resulting the increase of neuronal excitability, and the role of neuroimmune inflammation. What’s more, hβ4 had no effect on the I-V curve and current amplitude density of E155Q mutant, but activation time constant (*τ*) of E155Q+β4 channel was greater than that of E155Q mutant (Supplementary Figure S1).

Compared with wild-type littermates, *kcnma1* ^−/−^ mice lost weight, interestingly, so did the *kcnma1* ^+/−^ mice. Susan T Halm et al. speculated that the lack of *kcnma1* allele leads to insufficient grip in mice, which may limited the cubs’ access to nutrition (Halm et al., 2017). It was worth noting that the fertility of adult BK KO mice decreased and failed without exception in the process of 15 mating (Transcriptomics results suggested that Adam18, Cabyr and other genes related to sperm function were abnormal, and Eqtn regulated the abnormality of sperm and egg plasma membrane fusion). In addition, the results of KEGG (Figure 8C) showed that insulin secretion was enriched, which provided possible evidence for the imbalance of body weight and fat in BK KO mice (Halm et al., 2017). 

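These values are from hippocampus, the tissue whose table lists the 3 genes. Adam18 was at 0.181, 0.286 and 0.160 FPKM in the WT libraries and at 0.0370 and 0.0677 FPKM in BK KO libraries 2 and 3, while it was listed at 0 in BK KO library 1. Eqtn was at 0.177 ± 0.0788 FPKM (SD, n = 3) in WT and 0.0924 ± 0.0243 FPKM (SD, n = 3) in BK KO mice, and its groups overlapped. Cabyr fell from 3.08 ± 0.626 FPKM (SD, n = 3) to 1.81 ± 0.345 FPKM (SD, n = 3). On log2(FPKM + 1) the log2 fold changes were -0.22, -0.11 and -0.53, none past the threshold. Adam18 and Eqtn could not pass it on this scale, since with every BK KO value at 0 their log2 fold changes would be -0.27 and -0.23. With a pseudocount of 0.1 the log2 fold changes were -1.20, -0.49 and -0.73, past the threshold for Adam18 and Cabyr and not for Eqtn. The adjusted p-values in the authors' deposited table are 0.535 for Adam18, 0.565 for Eqtn and 0.0636 for Cabyr.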

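The KEGG annotation of the deposited hippocampus table places 7 listed genes in insulin secretion, 2 higher and 5 lower in BK KO mice, and 1 of the 7 is the targeted gene Kcnma1. Past the threshold were 4 of them, Kcnma1, Abcc8, Stx1a and Camk2d. Abcc8 fell from 8.12 ± 0.865 FPKM (SD, n = 3) to 4.72 ± 0.462 FPKM (SD, n = 3) and Stx1a from 119.3 ± 35.8 FPKM (SD, n = 3) to 66.8 ± 15.0 FPKM (SD, n = 3). Camk2d rose from 5.98 ± 1.73 FPKM (SD, n = 3) to 10.7 ± 3.09 FPKM (SD, n = 3), with overlapping groups and a call in 2 of its 6 leave-out fits. In cortex the annotation places 2 listed genes in insulin secretion, Kcnma1 and Adcy4.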

Disturbance of insulin release may damage health and cause signals to convert energy for growth into fat storage. Of note, the malnutrition and developmental delay caused by the weak grip of BK KO mice are reminiscent of the developmental delay found in the patient with the KCNMA1-LOF (E155Q) variant.

Although the epileptic phenotypes of BK KO mice were similar with those of clinical patients, such as developmental delay and interictal epileptiform discharge (IED), the FP characteristics of BK KO mice were different from those of clinical patients. Specifically, the intensity of δ and θ energy rhythms in BK KO mice reduced, while rhythmic energy intensity of δ and θ increased in the patient carrying the E155Q mutation site. We guess that it is mainly caused by the difference in detection method and detection area. In clinical testing, non-invasive EEG recording is mainly used to detect the membrane potential of neurons in the cortex, and we use *in vivo* multichannel electrophysiological recording to detect the local field potential of the hippocampus in animals. In addition, abnormal background activity amplitude may also affect IED. Christine M. Muheim et al. pointed out that the delta slow wave power of BK KO mice was reduced in cortex (<4 Hz) (Muheim et al., 2019). In our experiment, in addition to the decrease of delta slow wave power, the power of θ wave (4–7 Hz) and γ wave (>30 Hz) also decreased. Of note, the power of α wave and β wave increased, which may be the cause of spontaneous epilepsy in BK KO mice. In the motor cortex, beta waves are mainly involved in grasping, muscle contraction and maintaining attention (Khanna and Carmena, 2015). The abnormal up regulation of β wave may lead to abnormal excitation of neurons, excessive increase of motor control ability, and then lead to motor dysfunction.

In addition, we found that BK KO mice have a dyskinetic phenotype through a series of behavioral experiments. And BK KO mice showed smaller time in the central area (Supplementary Figure S2B, *p* < 0.001, *n* = 8), frequency and aim-quadrant stay time (Supplementary Figures S2D,E, *p* < 0.001, *p* < 0.05, *n* = 6), and the percentage of spontaneous alternation (Supplementary Figure S2F, *p* < 0.001, *n* = 8). The frequency of seizures and the duration of the disease have a negative impact on cognitive impairment (Jokeit and Ebner, 1999; Allone et al., 2017). Although, motor impairment might have an impact on anxiety and cognitive impairment of BK KO mice, one study cleverly excluded interference of motor, proving that BK KO mice have the cognitive impairment phenotype (Sausbier et al., 2004). This strongly suggested that lacking *kcnma1* genes (BK KO) may cause anxiety and cognitive impairment in BK KO mice, which required further study.

We further explored the possible molecular mechanisms of BK-LOF-mediated epilepsy through transcriptomics in the hippocampus and cortex. Gene Ontology (GO) analysis showed that DEGs were related to protein labeling, protein binding transcription factor activity, development process and biological adhesion (Figure 8B). The kyoto encyclopedia of genes and genomes (KEGG) showed these DEGs were mainly enriched in insulin secretion, axon guidance, p53 signaling pathway, HIF-1 signaling pathway, calcium signaling pathway, cell adhesion molecules (CAMs), ECM-receptor interaction, and phagosome (Figure 8C). In the process of epilepsy, including the changes of gene expression, neuroinflammation, protein production and connection, these may be the targets of inhibiting epilepsy. The results of KEGG showed that Cdkn1a is closely related to the HIF-1 signaling pathway, and dysregulated HIF-1 signaling may play a role in the pathogenesis of epilepsy in hippocampus (Merelli et al., 2018). 

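The deposited hippocampus table places 12 genes, Cdkn1a included, in the HIF-1 signaling pathway, 6 higher and 6 lower in BK KO mice, of which 6 were past the threshold. Angpt2 rose from 0.399 ± 0.114 FPKM (SD, n = 3) to 1.32 ± 0.641 FPKM (SD, n = 3). Tek fell from 2.53 ± 0.467 FPKM (SD, n = 3) to 1.42 ± 0.336 FPKM (SD, n = 3) without passing the threshold. The log2 ratio of its group mean FPKM was -0.83, against the paper's -0.85 from base means. In the authors' DESeq comparison the adjusted p-value was 0.405 for Angpt2 and 0.0261 for Tek. Of the 12 genes, 3 had one under 0.05 there, and 10 had fully separated groups. The log2 fold change of Cdkn1a was 1.19 (standard error 0.34, limma p-value 0.0100).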

A large number of glial cells activate and proliferate, glutamate and the secretion of inflammatory factors increases, which reduces the convulsion threshold and increases the excitability of brain neurons, and accelerates spontaneous recurrent convulsions (Friedman and Dingledine, 2011; Huberfeld et al., 2015). Epilepsy like activity *in vitro* and prolonged seizures *in vivo* lead to increased p53 accumulation and transcriptional activity (Sakhi et al., 1994; Liu et al., 1999; Tan et al., 2002; Araki et al., 2004). Abnormal axon guidance may induce mossy fiber germination, and the “wrong” guidance of mossy fiber may be a necessary process of dentate nerve circuit homeostasis under the condition of epilepsy (Koyama and Ikegaya, 2018). Meanwhile, the mammalian target of rapamycin (mTOR) is inhibited by rapamycin to prevent mossy fiber sprouting and reduce seizures in rodent models of acquired epilepsy (Zeng et al., 2009). Cell adhesion molecules (CAMs) may form trans synaptic complexes that are essential to correctly identify synaptic partners and further for determine the establishment and dynamics of synapses (Gorlewicz and Kaczmarek, 2018). Dysfunction of transsynaptic adhesion is associated with epilepsy (Gorlewicz and Kaczmarek, 2018). This strongly suggested that the DEGs find in transcriptomics, particularly those related to astrocyte activation, neuroinflammation and autophagy, may be the molecular mechanism of BK-LOF mediated epilepsy.

In summary, we identified and functionally characterized three different LOF variants in the BK channel (E155Q, R458T, E884K), of which E155Q variant was a *de novo* mutant and affected one patient. All the above variants caused a positive shift of the I-V curve and played a role through the loss-of-function (LOF) mechanism. Moreover, the β4 subunit slowed down the activation of the E155Q mutant. BK KO mice had spontaneous epilepsy, motor impairment, autophagic dysfunction, abnormal electroencephalogram (EEG) signals, as well as possible anxiety and cognitive impairment. In addition, BK might regulate the autophagy pathway from TRPML1. Dysregulation of gene expression, especially astrocyte activation, neuroinflammation and autophagy, might be the molecular mechanism of BK-LOF meditated epilepsy.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE191038.

# Supplementary material for: Molecular Mechanisms of Epileptic Encephalopathy Caused by KCNMA1 Loss-of-Function Mutations
**Source:** Front Pharmacol. 2022 Jan 13;12:775328. doi: 10.3389/fphar.2021.775328
**Supplement:** Supplementary file 3

## *Supplementary Material*

### **Molecular Mechanisms of Epileptic Encephalopathy Caused by KCNMA1 Loss-of-function Mutations**

**Yao et al**

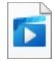

supplementary  
movie S1 WT.avi

supplementary  
movie S2 BK KO.a

supplementary  
movie S3 WT.mp4

supplementary  
movie S4 BK KO.r

**Supplementary Movie 1-4.** (1-2) The representative behavior of WT and BK KO mice is in the epilepsy behavior observation. (3-4) Representative gait of WT and BK KO mice.

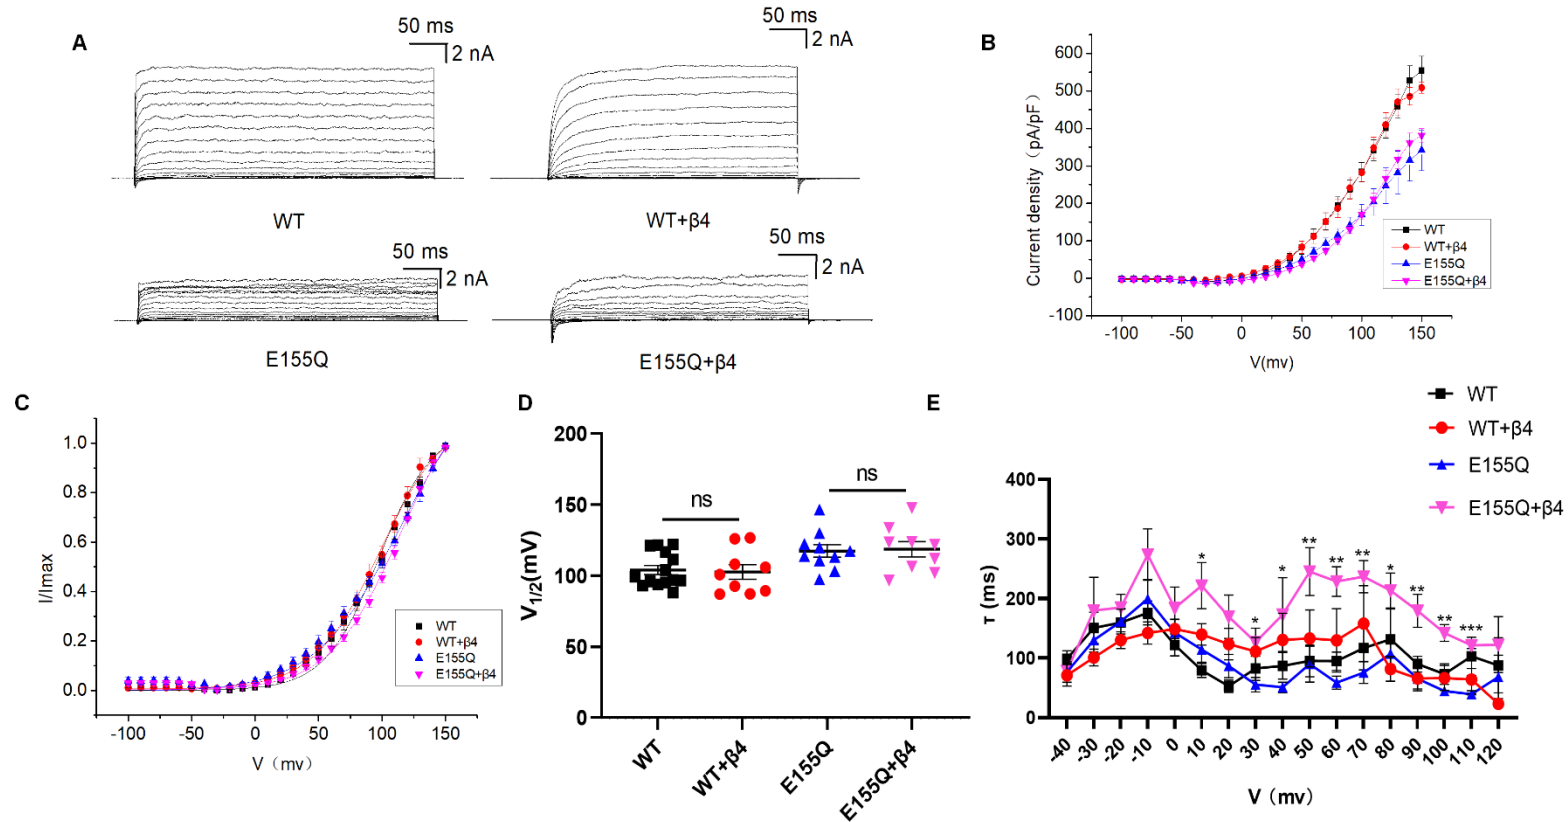

**Supplementary Figure 1. Electrophysiological characterization of WT, E155Q, WT+β4, and E155Q+β4.** (A) Representative macroscopic currents of WT, E155Q, WT+β4, and E155Q+β4 from whole-cell patch experiments in the presence of  $1 \mu\text{M}$   $\text{Ca}^{2+}$ . (B) The current density of WT, E155Q, WT+β4, and E155Q+β4 are shown at  $1 \mu\text{M}$   $\text{Ca}^{2+}$ . The data are presented as mean ± SEM. (C) The G-V curves of WT, E155Q, WT+β4, and E155Q+β4 are shown at  $1 \mu\text{M}$   $\text{Ca}^{2+}$ . The G-V curves are fitted by Boltzmann function (solid lines) with  $V_{1/2}$  and slope factor at nominal at  $1 \mu\text{M}$   $\text{Ca}^{2+}$  [ $97.5 \pm 4.1$  mV,  $21.4 \pm 2.1$  WT,  $98.3 \pm 1.7$  mV,  $26.0 \pm 0.9$  WT+β4,  $113.4 \pm 6.4$  mV,  $33.2 \pm 3.3$  p.(E155Q),  $113.3 \pm 5.7$  mV,  $27.4 \pm 2.3$  E155Q+β4]. (D) Scatter plots of voltage at half-maximal activation ( $V_{1/2}$ ) for WT and variants. (E) Activation rate ( $\tau$ ) of macroscopic WT, WT+β4, E155Q, E155Q+β4 channel currents were obtained by fitting the individual current traces to simplex single exponential function in the presence of intracellular  $1 \mu\text{M}$  free calcium. (Compared with E155Q, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , n=6-9/group). Ns (no significant difference,  $P > 0.05$ )

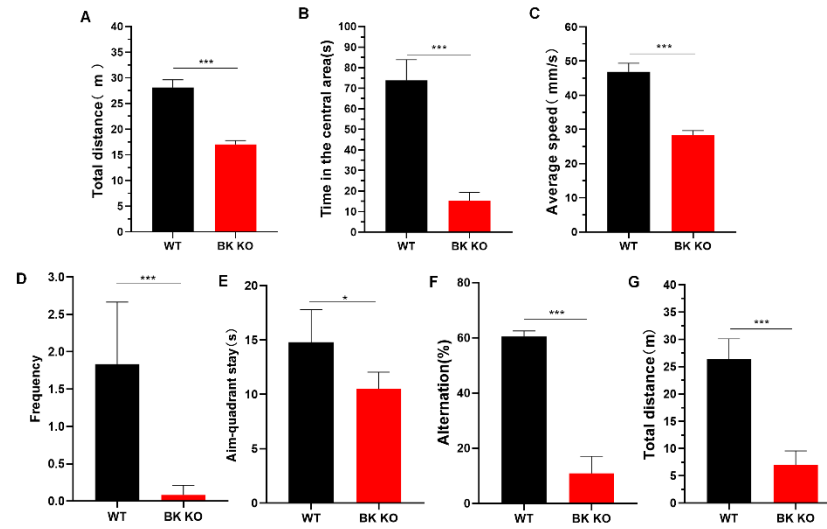

**Supplementary Figure 2. A series of behavioral experiments.** (A-C) The results of WT and BK KO mice in open field. (n=8) (D-E) The results of WT and BK KO mice in morris water maze. (n=8) (F-G) The results of WT and BK KO mice in Y-maze. (Compared with WT mice, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , n=6)

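Supplementary Table 1 prints the base mean over all libraries of a tissue, that of each genotype, the fold change and the p-value from the authors' DESeq comparison. A base mean is a read count divided by the library's size factor and averaged, so it rises with transcript length, unlike FPKM. All 14 base means are those of the deposited tables, 3 in hippocampus and 11 in cortex.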

**Supplementary Table 1.** DEGs closely related to epilepsy, astrocyte activation and neuroinflammation.

|                         | gene_id      | baseMean        | baseMean_control_WT_ | baseMean_case_KO_ | foldChange      | log2FoldChange  | pval            | up_down     |
|-------------------------|--------------|-----------------|----------------------|-------------------|-----------------|-----------------|-----------------|-------------|
| Epilepsy                | <b>Reln</b>  | <b>2457.355</b> | <b>1535.016</b>      | <b>3379.693</b>   | <b>2.201731</b> | <b>1.138638</b> | <b>1.82E-05</b> | <b>Up</b>   |
|                         | Grin2b       | 822.1808        | 630.4744             | 1013.887          | 1.608134        | 0.685387        | 0.040213        | Up          |
|                         | <b>Efna5</b> | <b>563.0771</b> | <b>696.9329</b>      | <b>429.2214</b>   | <b>0.615872</b> | <b>-0.6993</b>  | <b>0.029644</b> | <b>Down</b> |
| Astrocyte<br>activation | <b>Gfap</b>  | <b>6102.595</b> | <b>4068.559</b>      | <b>8136.631</b>   | <b>1.99988</b>  | <b>0.999914</b> | <b>0.010179</b> | <b>Up</b>   |
|                         | Mt2          | 3103.599        | 2335.686             | 3871.512          | 1.657548        | 0.729051        | 0.015744        | Up          |
|                         | <b>Grm3</b>  | <b>1047.238</b> | <b>1285.782</b>      | <b>808.6943</b>   | <b>0.628952</b> | <b>-0.66898</b> | <b>0.000179</b> | <b>Down</b> |
|                         | Ednrb        | 960.446         | 1153.981             | 766.9104          | 0.664578        | -0.58949        | 0.004801        | Down        |
|                         | Gjb1         | 177.023         | 213.6292             | 140.4169          | 0.657293        | -0.60539        | 0.011158        | Down        |
|                         | Itgb4        | 238.7636        | 293.8384             | 183.6889          | 0.625136        | -0.67776        | 0.005983        | Down        |

|                   |               |                 |                 |                 |                 |                 |                 |             |
|-------------------|---------------|-----------------|-----------------|-----------------|-----------------|-----------------|-----------------|-------------|
| Neuroinflammation | <b>Nlrp10</b> | <b>10.22872</b> | <b>3.301993</b> | <b>17.15545</b> | <b>5.195484</b> | <b>2.377258</b> | <b>0.020209</b> | <b>Up</b>   |
|                   | <b>Alpl</b>   | <b>188.9666</b> | <b>246.8251</b> | <b>131.1082</b> | <b>0.531179</b> | <b>-0.91273</b> | <b>9.66E-05</b> | <b>Down</b> |
|                   | Il33          | 759.7587        | 964.7661        | 554.7512        | 0.575011        | -0.79834        | 2.38E-06        | Down        |
|                   | Klf4          | 186.6469        | 235.4127        | 137.8811        | 0.5857          | -0.77177        | 0.006209        | Down        |
|                   | Neil1         | 182.5501        | 233.6232        | 131.4771        | 0.562774        | -0.82937        | 0.005744        | Down        |

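Supplementary Table 2 has 16 rows with 13 genes, since some genes are listed for both tissues, and all 16 base means are those of the deposited tables.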

**Supplementary Table 2.** DEGs associated with microglia autophagy.

|                                    | gene_id       | baseMean       | baseMean_control_WT_ | baseMean_case_KO_ | foldChange      | log2FoldChange  | pval            | up_down   |
|------------------------------------|---------------|----------------|----------------------|-------------------|-----------------|-----------------|-----------------|-----------|
| Microglia autophagy in hippocampus | <b>Cdkn1a</b> | <b>968.518</b> | <b>605.9227</b>      | <b>1331.113</b>   | <b>2.196837</b> | <b>1.135428</b> | <b>0.001467</b> | <b>Up</b> |
|                                    | Cxcr4         | 37.81871       | 23.1991              | 52.43833          | 2.260361        | 1.176553        | 0.020476        | Up        |
|                                    | Brca1         | 44.23256       | 29.16251             | 59.30261          | 2.033522        | 1.023981        | 0.020235        | Up        |
|                                    | Spp1          | 315.7994       | 221.4545             | 410.1444          | 1.852048        | 0.889121        | 0.010182        | Up        |
|                                    | Mt1           | 6333.231       | 4698.986             | 7967.475          | 1.695573        | 0.761773        | 0.000526        | Up        |
|                                    | Il6ra         | 147.8406       | 115.8498             | 179.8313          | 1.55228         | 0.634388        | 0.032046        | Up        |
|                                    | Ucp2          | 637.7879       | 500.8519             | 774.7239          | 1.546812        | 0.629298        | 0.014745        | Up        |
|                                    | Bid           | 178.7005       | 142.4302             | 214.9707          | 1.509305        | 0.593885        | 0.027031        | Up        |
|                                    | P2rx4         | 261.1353       | 313.6619             | 208.6087          | 0.665075        | -0.58841        | 0.012902        | Down      |

|                                     | <b>Nr4a1</b> | <b>1849.143</b> | <b>2557.169</b> | <b>1141.116</b> | <b>0.446242</b> | <b>-1.1641</b> | <b>0.015791</b> | <b>Down</b> |
|-------------------------------------|--------------|-----------------|-----------------|-----------------|-----------------|----------------|-----------------|-------------|
|                                     | Cryab        | 1334.602        | 1672.73         | 996.4745        | 0.595718        | -0.7473        | 0.017248        | Down        |
| Microglia<br>autophagy in<br>cortex | Cdkn1a       | 1186.845        | 796.3142        | 1577.375        | 1.980845        | 0.986116       | 1.47E-05        | Up          |
|                                     | Il33         | 759.7587        | 964.7661        | 554.7512        | 0.575011        | -0.79834       | 2.38E-06        | Down        |
|                                     | Klf4         | 186.6469        | 235.4127        | 137.8811        | 0.5857          | -0.77177       | 0.006209        | Down        |
|                                     | Mt1          | 6615.389        | 4846.004        | 8384.775        | 1.730245        | 0.790977       | 0.01027         | Up          |
|                                     | Ucp2         | 620.1966        | 493.9267        | 746.4665        | 1.51129         | 0.595781       | 0.015063        | Up          |

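Supplementary Table 3 gives a primer pair for each of the 8 genes measured by RT-PCR. Both primers of a pair were found in a transcript of GENCODE release M21 (GRCm38) for 5 genes. The Grm3 product lies on chromosome 5 from 9589680 to 9589839, within exon 2 of the matched transcript. The Alpl product lies on chromosome 4 from 137743666 to 137743735, within exon 10. The Nlrp10 product lies on chromosome 7 from 108925114 to 108925229, within exon 3. The Efna5 product spans exons 1 and 2, from 62651031 to 62881099 on chromosome 17, and the Reln product spans exons 32 and 33, from 21979660 to 21980061 on chromosome 5. All 5 genes are on the minus strand, and the products are 160, 70, 116, 198 and 200 bp long. Of the other primers, only the Gfap reverse primer and the Nr4a1 forward primer matched a transcript of their gene without a mismatch.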

**Supplementary Table 3.** List of the PCR primer sequences.

| <b>Gene</b>   | <b>Refseq</b>    | <b>Forward</b>        | <b>Reverse</b>          | <b>Product</b>   |
|---------------|------------------|-----------------------|-------------------------|------------------|
| <b>Symbol</b> | <b>Accession</b> | <b>Primer (5'-3')</b> | <b>Primer (5'-3')</b>   | <b>Size (bp)</b> |
| Gfap          | NM_010277.3      | GAGGGACAACCTTTGCACAGG | TCCTCCAGCGATTCAACCTT    | 165 bp           |
| Grm3          | NM_181850        | CTGGAGGCCATGTTGTTTGC  | CATCCACTTTAGTCAACGATGCT | 160 bp           |
| Alpl          | NM_001287172.1   | CGCCATGACATCCCAGAAAG  | ACCGAATGTGAAAACGTGGG    | 70 bp            |
| Nrlp10        | NM_175532        | GGCTGAAGAAGAAGATGGCG  | GCTGTCTCCATTGCCATCAG    | 116 bp           |
| Efna5         | NM_010109        | TTCTGGTGCTCTGGATGTGT  | AGCGCTCAGTCTTGTCTTCT    | 198 bp           |
| Reln          | NM_001310464     | ATGTCATTCCTGGAGCCACA  | GCTTGCAAGTCTATGGAGCC    | 200 bp           |
| Cdkn1a        | NM_001111099.2   | ACAAGAGGCCCCAGTACTTCC | GTTTTTCGGCCCTGAGATGTT   | 141bp            |
| Nr4a1         | NM_010444.2      | CTTGAGTTCGGCAAGCCTAC  | GGTGTCAAACCTCTCCGGTGT   | 117bp            |

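Supplementary Table 4 lists 99 genes, some of them in several pathways, with the base means and fold changes of the authors' DESeq comparison. It has 89 entries for hippocampus and 30 for cortex, of which 87 and 30 print the base mean of the deposited tables. On log2(FPKM + 1), 38 of the hippocampus genes and 7 of the cortex genes were past the threshold, and with a pseudocount of 0.1 these were 68 and 20.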

**Supplementary Table 4.** The KEGG of HIF-1 signaling pathway, calcium signaling pathway, neuroactive ligand-receptor interaction, insulin secretion, axon guidance, mTOR signaling pathway, axon guidance, cell adhesion molecules, and ECM-receptor interaction, phagosome.

| KEGG                                     | gene     | baseMean    | baseMean_control_<br>WT | baseMean_case_<br>KO | foldChange  | log2FoldChange |
|------------------------------------------|----------|-------------|-------------------------|----------------------|-------------|----------------|
| HIF-1 signaling pathway (in hippocampus) | Hk3      | 32.57380806 | 45.45081714             | 19.69679897          | 0.433365123 | -1.206345043   |
|                                          | Hkdc1    | 245.0439431 | 337.0487673             | 153.039119           | 0.454056308 | -1.139056875   |
|                                          | Tek      | 274.5099973 | 353.0070247             | 196.0129699          | 0.555266485 | -0.848747774   |
|                                          | Rps6kb2  | 535.8660862 | 658.1870498             | 413.5451226          | 0.628309419 | -0.670452888   |
|                                          | Akt2     | 1854.31584  | 2260.714242             | 1447.917437          | 0.640469021 | -0.642799305   |
|                                          | Arnt     | 739.4528171 | 900.7711032             | 578.134531           | 0.6418218   | -0.639755302   |
|                                          | Angpt2   | 69.19384456 | 32.34674079             | 106.0409483          | 3.278257585 | 1.712929217    |
|                                          | Serpine1 | 38.18349293 | 21.34536351             | 55.02162235          | 2.577684954 | 1.366075948    |
|                                          | Cdkn1a   | 968.5180257 | 605.9226955             | 1331.113356          | 2.196836933 | 1.135427785    |
|                                          | Hk2      | 126.7332794 | 91.77701064             | 161.6895481          | 1.76176525  | 0.817021703    |
|                                          | Camk2d   | 2644.613486 | 1981.045977             | 3308.180996          | 1.669916314 | 0.739775805    |
|                                          | Il6ra    | 147.8405644 | 115.8498178             | 179.831311           | 1.552279619 | 0.63438846     |

|                                                          |         |             |             |             |             |              |
|----------------------------------------------------------|---------|-------------|-------------|-------------|-------------|--------------|
| Calcium signaling pathway (in hippocampus)               | Adcy4   | 78.25392412 | 97.66963506 | 58.83821318 | 0.602420733 | -0.731156671 |
|                                                          | Atp2a3  | 213.8816199 | 260.6393582 | 167.1238817 | 0.641207386 | -0.64113705  |
|                                                          | Cacna1s | 20.18585108 | 9.619380418 | 30.75232174 | 3.196912941 | 1.676679457  |
|                                                          | Tacr1   | 174.78959   | 90.85851136 | 258.7206687 | 2.84751164  | 1.50970174   |
|                                                          | Plce1   | 322.1630866 | 191.4356173 | 452.890556  | 2.365759112 | 1.242303182  |
|                                                          | F2r     | 157.536312  | 101.0267972 | 214.0458269 | 2.11870348  | 1.083181692  |
|                                                          | Pde1c   | 285.4972114 | 197.1446999 | 373.8497229 | 1.896321449 | 0.923203539  |
|                                                          | Oxtr    | 285.4972114 | 197.1446999 | 373.8497229 | 1.896321449 | 0.923203539  |
|                                                          | Tacr3   | 59.16805166 | 43.16634515 | 75.16975816 | 1.741397329 | 0.800245416  |
|                                                          | Nos1    | 1844.555695 | 1366.632278 | 2322.479112 | 1.699417722 | 0.765040515  |
|                                                          | Camk2d  | 2644.613486 | 1981.045977 | 3308.180996 | 1.669916314 | 0.739775805  |
| Neuroactive ligand-receptor interaction (in hippocampus) | Htr2a   | 281.61688   | 219.3711514 | 343.8626085 | 1.567492381 | 0.648458431  |
|                                                          | Gm10334 | 6.502863169 | 11.77340594 | 1.232320398 | 0.10466983  | -3.256082434 |
|                                                          | Rxfp1   | 367.3026768 | 558.5753768 | 176.0299768 | 0.315140953 | -1.665930847 |
|                                                          | Apln    | 544.5619505 | 772.6738175 | 316.4500835 | 0.409551969 | -1.287881564 |

|                                       |        |             |             |             |             |              |
|---------------------------------------|--------|-------------|-------------|-------------|-------------|--------------|
|                                       | Grm3   | 884.7714502 | 1090.191555 | 679.351345  | 0.623148603 | -0.682351849 |
|                                       | S1pr1  | 2706.60169  | 3292.837767 | 2120.365613 | 0.643932609 | -0.635018385 |
|                                       | P2rx4  | 261.1352599 | 313.6618604 | 208.6086594 | 0.665074992 | -0.58841107  |
|                                       | Gh     | 155.9931244 | 0           | 311.9862488 | Inf         | Inf          |
|                                       | Gpr50  | 10.83626257 | 3.397636622 | 18.27488851 | 5.378706008 | 2.427259136  |
|                                       | Trh    | 140.0650476 | 54.96743336 | 225.1626618 | 4.096292078 | 2.034318587  |
|                                       | Tacr1  | 174.78959   | 90.85851136 | 258.7206687 | 2.84751164  | 1.50970174   |
|                                       | Gabrq  | 55.73090014 | 29.4278087  | 82.03399158 | 2.78763507  | 1.47904171   |
|                                       | Tac1   | 1050.395889 | 597.299164  | 1503.492614 | 2.517151713 | 1.331792173  |
|                                       | C3ar1  | 55.0193789  | 33.90031179 | 76.138446   | 2.245951202 | 1.167326582  |
|                                       | F2r    | 157.536312  | 101.0267972 | 214.0458269 | 2.11870348  | 1.083181692  |
|                                       | P2ry1  | 110.9114544 | 78.95154442 | 142.8713645 | 1.809608229 | 0.855677395  |
|                                       | Oxtr   | 221.2229563 | 161.1545644 | 281.2913483 | 1.745475527 | 0.80362013   |
|                                       | Tacr3  | 59.16805166 | 43.16634515 | 75.16975816 | 1.741397329 | 0.800245416  |
|                                       | Grin2b | 822.1807872 | 630.4744162 | 1013.887158 | 1.608133704 | 0.68538736   |
|                                       | Gpr83  | 746.8594955 | 573.9019864 | 919.8170045 | 1.602742326 | 0.680542501  |
|                                       | Htr2a  | 281.61688   | 219.3711514 | 343.8626085 | 1.567492381 | 0.648458431  |
| Insulin secretion<br>(in hippocampus) | Kcnma1 | 3049.982763 | 4888.272414 | 1211.693111 | 0.247877575 | -2.012300336 |

---

|         |             |             |             |             |              |
|---------|-------------|-------------|-------------|-------------|--------------|
| Pde4c   | 59.76669496 | 79.25323843 | 40.2801515  | 0.508246127 | -0.976400778 |
| Sirt4   | 367.1114034 | 476.7721663 | 257.4506404 | 0.539986724 | -0.889004156 |
| Abcc8   | 720.8844604 | 919.992383  | 521.7765379 | 0.567153106 | -0.818189843 |
| Stx1a   | 4540.736007 | 5713.914198 | 3367.557816 | 0.589360935 | -0.762776658 |
| Adcy4   | 78.25392412 | 97.66963506 | 58.83821318 | 0.602420733 | -0.731156671 |
| Trpm4   | 306.3017048 | 379.8715359 | 232.7318737 | 0.612659417 | -0.706842806 |
| Efna5   | 563.0771397 | 696.932901  | 429.2213784 | 0.615871884 | -0.699297829 |
| Casr    | 24.99927094 | 5.827595676 | 44.1709462  | 7.579617506 | 2.922125047  |
| Trh     | 140.0650476 | 54.96743336 | 225.1626618 | 4.096292078 | 2.034318587  |
| Cacna1s | 20.18585108 | 9.619380418 | 30.75232174 | 3.196912941 | 1.676679457  |
| Prox2   | 133.5822265 | 181.0039258 | 86.16052714 | 0.476014687 | -1.070922007 |
| Pde1c   | 285.4972114 | 197.1446999 | 373.8497229 | 1.896321449 | 0.923203539  |
| Nnat    | 3312.094191 | 2301.238784 | 4322.949599 | 1.878531523 | 0.909605326  |
| Nos1    | 1844.555695 | 1366.632278 | 2322.479112 | 1.699417722 | 0.765040515  |
| Camk2d  | 2644.613486 | 1981.045977 | 3308.180996 | 1.669916314 | 0.739775805  |
| Nov     | 2257.273122 | 1713.924667 | 2800.621577 | 1.634040066 | 0.708443359  |
| Tiam1   | 2870.310263 | 2187.263683 | 3553.356844 | 1.624567203 | 0.700055424  |

---

|                                |        |             |             |             |             |              |
|--------------------------------|--------|-------------|-------------|-------------|-------------|--------------|
|                                | Ucp2   | 637.7879378 | 500.8519451 | 774.7239305 | 1.546812263 | 0.629298107  |
| axon guidance (in hippocampus) | Plxnb3 | 493.1069517 | 596.3267266 | 389.8871768 | 0.653814695 | -0.613046292 |
|                                | Robo3  | 633.0265091 | 904.7282148 | 361.3248034 | 0.399373864 | -1.324188171 |
|                                | Ephb2  | 353.696644  | 469.6821891 | 237.7110988 | 0.506110524 | -0.982475621 |
|                                | Etv4   | 196.9172029 | 254.7119086 | 139.1224972 | 0.546195496 | -0.872510678 |
|                                | Pak7   | 822.2467305 | 1056.339414 | 588.154047  | 0.556785101 | -0.844807489 |
|                                | Ssh3   | 835.9689124 | 1059.61791  | 612.3199149 | 0.577868597 | -0.791186623 |
|                                | Ephb3  | 532.5720576 | 668.542786  | 396.6013292 | 0.593232531 | -0.753330381 |
|                                | Efna5  | 563.0771397 | 696.932901  | 429.2213784 | 0.615871884 | -0.699297829 |
|                                | Sema7a | 4446.368694 | 5494.386048 | 3398.351339 | 0.61851339  | -0.693123267 |
|                                | Fezf2  | 537.9627841 | 656.7196928 | 419.2058755 | 0.638333036 | -0.64761878  |
|                                | Ptpro  | 821.9230142 | 380.0070603 | 1263.838968 | 3.325830228 | 1.733714526  |
|                                | Cxcl12 | 1319.000399 | 1756.791239 | 881.2095589 | 0.501601749 | -0.995385715 |
|                                | Cdh4   | 668.953444  | 396.4116768 | 941.4952112 | 2.375044092 | 1.247954297  |
|                                | Cxcr4  | 37.81871071 | 23.19909571 | 52.4383257  | 2.260360763 | 1.176553051  |
|                                | Reln   | 2457.354748 | 1535.016239 | 3379.693257 | 2.201731273 | 1.138638395  |
|                                | Sirt4  | 367.1114034 | 476.7721663 | 257.4506404 | 0.539986724 | -0.889004156 |

|                                               |          |             |             |             |             |              |
|-----------------------------------------------|----------|-------------|-------------|-------------|-------------|--------------|
| mTOR signaling<br>pathway (in<br>hippocampus) | Sema3d   | 2457.354748 | 1535.016239 | 3379.693257 | 2.201731273 | 1.138638395  |
|                                               | Camk2d   | 2644.613486 | 1981.045977 | 3308.180996 | 1.669916314 | 0.739775805  |
|                                               | Zswim5   | 389.094273  | 299.1579867 | 479.0305593 | 1.601262813 | 0.679210114  |
|                                               | Bcl11b   | 2746.909045 | 2115.163866 | 3378.654225 | 1.597348687 | 0.675679275  |
|                                               | Wnt9a    | 304.9762255 | 392.9107341 | 217.0417169 | 0.552394471 | -0.856229216 |
|                                               | Rps6kb2  | 535.8660862 | 658.1870498 | 413.5451226 | 0.628309419 | -0.670452888 |
|                                               | Akt2     | 1854.31584  | 2260.714242 | 1447.917437 | 0.640469021 | -0.642799305 |
| cell adhesion<br>molecules<br>(in cortex)     | Wnt10b   | 51.80985699 | 34.96167046 | 68.65804351 | 1.963809011 | 0.973654628  |
|                                               | Fzd5     | 78.85185412 | 54.32289688 | 103.3808114 | 1.903079867 | 0.928336109  |
|                                               | Rps6ka6  | 112.0705969 | 85.06150092 | 139.0796928 | 1.635048657 | 0.709333569  |
|                                               | H2-Aa    | 70.33483203 | 98.26538095 | 42.40428311 | 0.431528201 | -1.212473249 |
|                                               | H2-Eb1   | 77.52983085 | 106.8448628 | 48.21479889 | 0.45125987  | -1.147969608 |
|                                               | H2-M10.2 | 8.634999259 | 14.34200807 | 2.92799045  | 0.204154846 | -2.292264281 |
|                                               | H2-Q6    | 33.4020826  | 45.57710989 | 21.22705531 | 0.465739389 | -1.102405194 |
|                                               | H2-T24   | 182.7787081 | 219.6481235 | 145.9092927 | 0.664286543 | -0.590122406 |

|                                                                         |         |             |             |             |             |              |
|-------------------------------------------------------------------------|---------|-------------|-------------|-------------|-------------|--------------|
| ECM-receptor<br>interaction<br>(in cortex)                              | Itga4   | 265.9683448 | 323.6664733 | 208.2702163 | 0.643471702 | -0.636051391 |
|                                                                         | Itgal   | 48.61361236 | 61.52735181 | 35.69987291 | 0.580227685 | -0.785308961 |
|                                                                         | Itgam   | 553.4674993 | 669.6187426 | 437.3162561 | 0.653082461 | -0.614662932 |
|                                                                         | Nectin3 | 382.3567359 | 461.4696201 | 303.2438517 | 0.65712636  | -0.605757279 |
|                                                                         | Cldn3   | 12.26502008 | 5.372475681 | 19.15756448 | 3.565872722 | 1.834255209  |
|                                                                         | Thbs3   | 281.9628823 | 359.347752  | 204.5780125 | 0.569303721 | -0.812729564 |
|                                                                         | Tnxb    | 124.6466925 | 155.6975401 | 93.59584486 | 0.60113888  | -0.734229762 |
|                                                                         | Col6a4  | 65.79493816 | 108.8414435 | 22.7484328  | 0.209005247 | -2.258388933 |
|                                                                         | Itga10  | 129.8554175 | 162.8464497 | 96.86438538 | 0.59482037  | -0.749474042 |
|                                                                         | Itga4   | 265.9683448 | 323.6664733 | 208.2702163 | 0.643471702 | -0.636051391 |
| phagosome<br>(in cortex)<br>calcium signaling<br>pathway<br>(in cortex) | Itgb4   | 238.7636445 | 293.8384165 | 183.6888725 | 0.62513566  | -0.677758793 |
|                                                                         | Lama3   | 146.2019864 | 191.6536314 | 100.7503413 | 0.525689707 | -0.927716608 |
|                                                                         | Gp1ba   | 27.02046155 | 17.19307495 | 36.84784815 | 2.143179638 | 1.09975278   |
|                                                                         | Synpo2  | 166.0171908 | 122.2646575 | 209.769724  | 1.715702053 | 0.778799038  |
|                                                                         | Tnnc2   | 62.34934952 | 121.0672103 | 3.631488769 | 0.029995643 | -5.059103251 |
|                                                                         | Adcy4   | 85.05976512 | 112.1306164 | 57.9889138  | 0.517155043 | -0.951331229 |

Supplementary Material

|        |             |             |             |             |              |
|--------|-------------|-------------|-------------|-------------|--------------|
| Atp2a1 | 141.4462744 | 260.3761851 | 22.51636381 | 0.08647628  | -3.531551731 |
| Atp2a3 | 199.3719435 | 248.8383835 | 149.9055034 | 0.602421143 | -0.73115569  |
| Ednra  | 90.45202392 | 109.223362  | 71.68068581 | 0.656276134 | -0.607625125 |
| Ednrb  | 960.4459637 | 1153.981492 | 766.9104357 | 0.664577761 | -0.589490079 |
| Mylk2  | 5.242211118 | 10.48442224 | 0           | 0           | #NAME?       |
| Plcz1  | 14.17746477 | 22.78947936 | 5.565450181 | 0.244211379 | -2.033797671 |
| Ryr1   | 421.4672172 | 579.6279435 | 263.3064909 | 0.454268111 | -1.138384062 |
| Ryr3   | 669.4798872 | 811.6279474 | 527.331827  | 0.64972113  | -0.62210747  |
| Adra1b | 721.5380363 | 491.9865234 | 951.0895491 | 1.933161792 | 0.950962386  |

How the deposited data were processed for this re-analysis (not part of the article)

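RNA from hippocampus and cortex of 3 BK KO and 3 WT mice was sequenced, 12 libraries in all. The authors made poly-A libraries from 2 μg of RNA and read 150 bp paired ends. The paper's text does not name the aligner, the read counter or the genome build. The authors compared BK KO with WT within each tissue with DESeq (the methods also name DESeq2), and kept genes with an unadjusted p-value under 0.05 and a log2 fold change beyond 0.58. Each deposited table lists these genes only.

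The deposited values are of several kinds. The authors' base means are a normalized signal, read counts divided by size factors and averaged. The authors' fold is the ratio of the BK KO to the WT base mean, and the deposited log2 fold change is its log2. The deposited p-value is unadjusted and stands beside a Benjamini-Hochberg adjusted one. The deposited value per library is taken as FPKM, a unit the authors' text does not name, from its digits and from its relation to transcript length. The tests were planned before the data were examined for counts divided by size factors. Since the values turned out to be FPKM, the planned limma test on log2(value + 1) was kept, and tests on read counts were not run. All per-library columns were matched to a sample by name, and 0 were left unmatched.

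The values do not give whole reads. An attempt to recover size factors from low group means explained 22 of 23 means for WT hippocampus, 5 of 11 for BK KO hippocampus, 13 of 20 for WT cortex and 6 of 20 for BK KO cortex. In WT hippocampus the next best solution explained 11, which was not under the required part of the best. No group met both criteria set for the attempt, so no size factor was used. The depth of each library is unknown, and no interval that needs it is given.

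Each tissue was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend, no block). The limma p-values are unadjusted unless said otherwise. Only selected genes enter the fit, which makes the estimate of spread and every count descriptive. The script was tested on simulated data with the real genes' means and spreads. Of 200 genes changed by 1 or 2 on the log2 scale, 197 were recovered among 652 hippocampus genes and 196 among 561 cortex genes. Of the unchanged genes, 3 of 452 and 2 of 361 were called. Most real changes were smaller, since only 35 hippocampus and 25 cortex genes were called with a log2 fold change beyond 1. Genes with low FPKM such as Adam18 and Eqtn could not fall that far on log2(FPKM + 1). The simulation therefore checks the script and does not show how many smaller changes or changes of such genes are found. Exact two-sided permutation tests of 3 against 3 cannot give a p-value under 0.1. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. GENCODE release M21 served for transcript length, GC content, gene positions and the primers, and 98.3% of the hippocampus genes and 98.6% of the cortex genes had a length and GC value.

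The number of tested genes was derived from the ratio of adjusted to unadjusted p-values, which equals the number of tests over the rank. With 18192 tests in hippocampus, 50.2% of the ranks were whole, against 18.4% for the next best number. With 18081 tests in cortex, 44.6% were whole, against 14.5%.

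Most genes named in the text were set by a rule written before the data were examined. It took Kcnma1, the genes the paper names, those of Supplementary Tables 1, 2 and 4, and members of 15 marker sets. It also took the 5 largest rises and falls per tissue. These were among genes past the threshold with separated groups and a mean of at least 10 FPKM. Igfbp3, Apaf1, Nanp, Krt20, 1700008O03Rik, Slirp, Snrpf and Mst1 are named outside this rule. Among the many pathway genes, those given with values were chosen after their values were seen. The alternatives were other pseudocounts, filters on mean FPKM, limma's trend, the replicate number as a block, stricter thresholds and leaving out each library. The replicate numbers come from the sample labels, and WT and BK KO libraries of the same number are different mice.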

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

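The tests of muscle, pituitary, hypothalamus and substrain explanations were chosen after the values had been seen. Those of gene length, GC content and position near Kcnma1 were chosen before. Groups of 3 were not tested for outlying libraries.

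Skeletal muscle genes form a signal that the paper does not discuss. Of 30 markers, 18 are listed in cortex, all lower in BK KO mice, against 0.931 expected (one-sided hypergeometric adjusted p = 9.97e-19, over 30 tests of marker sets). Ckm was at 13.9, 3.15 and 3.47 FPKM in WT libraries and 0.0802 and 0.0361 FPKM in BK KO libraries 1 and 2, and was listed at 0 in BK KO library 3. Only 2 of the markers are listed in hippocampus, 1 higher and 1 lower. Only called genes are listed, so this cannot tell whether genotype affects muscle genes in both tissues. The markers rose and fell together across the 3 WT libraries more than random falling genes of the same expression (a concordance of 0.486, which a share of 0.0265 of 10000 random gene sets reached), and 13 of the 18 were highest in WT library 1. With WT libraries left out one at a time, at least 16 markers still lay above all BK KO libraries, but the markers are listed because they are lower, so this count was largely fixed beforehand and cannot tell whether a single library accounts for the pattern. Muscle tissue carried over into WT cortex samples is a candidate explanation that remains. The markers make up 4 of the 11 listed calcium signaling genes of cortex, and 7 remain without them. No biological explanation was tested beyond the comparison of tissues, which cannot decide the question.

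Of 14 hypothalamus markers, 5 are listed in hippocampus, all higher in BK KO mice (adjusted p = 0.00134 in the same family of tests), and 0 in cortex. These are Trh, Gpr50, Gpr101, Hap1 and Nnat. Their concordance across the 3 BK KO libraries was 0.612, against a median of 0.387 in random sets of rising genes. A share of 0.152 of these sets reached it. The value lies on the side that tissue carried over predicts, but 5 genes and 3 libraries leave the test too weak to decide.

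Gh, a pituitary gene, was at 57.5 FPKM in BK KO library 3 of hippocampus, at 0.120 and 0.184 FPKM in the other BK KO libraries, and was listed at 0 in every WT library. The number of other pituitary markers listed is 0, but only called genes are listed, so pituitary tissue in 1 sample cannot be told apart from other sources.

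Of 14 oligodendrocyte markers, 4 are listed in cortex, all lower in BK KO mice (adjusted p = 0.00716). Opalin had a log2 fold change of -0.93 and Ugt8a of -0.88, while Gjb1 and Aspa were not past the threshold. In hippocampus 2 are listed, also lower. No technical explanation particular to these genes was tested.

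Some genes that the paper does not discuss are among the largest changes. The ranking covers genes past the threshold with separated groups and a mean of at least 10 FPKM. In hippocampus the log2 fold change was 1.44 for Etnppl, 1.32 for Fkbp5, 1.25 for Wfs1 and 1.15 for Gad2, and -1.35 for Coro6, -1.29 for E130012A19Rik, -1.05 for Mapk11 and -0.97 for Pltp. In cortex it was 1.50 for Etnppl, 1.12 for Fkbp5 and 0.90 for Crhbp, and -1.19 for Gabra2, -1.11 for Hba-a2, -1.09 for Lime1, -1.07 for Acta1 and -0.95 for Josd2. Acta1 is 1 of the skeletal muscle markers. Hba-a2 is a blood gene and was past the threshold in only 1 of the 6 fits that each left out 1 library. Gabra2 differs between C57BL/6 substrains, and 0 of 3 other such genes were found in either table. Gabra2 is listed in cortex and not in hippocampus, which goes against a variant that acts in both tissues of the same mice. Only called genes are listed, its values in hippocampus were not analysed here and 3 genes are few, so a substrain difference between the mice is not ruled out. By the paper's methods, heterozygous pairs gave WT and BK KO littermates, which speaks against a substrain difference between whole groups. The paper does not say whether the sequenced mice were littermates, and its text names no mouse strain. Within 10 Mb of Kcnma1, 1 protein-coding gene other than Kcnma1 is listed in hippocampus and 1 in cortex. From all annotated protein-coding genes, 4.76 and 4.10 were expected, so listed genes are not in excess near the locus. A linked variant that changes only a few genes would not show in this count and is not ruled out.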

How the results depend on the processing

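The alternatives were chosen before the data were examined, apart from the pseudocount of 0.01 and the filter at a mean FPKM of 1, which were chosen after seeing the values. The planned tests on recovered read counts, edgeR's quasi-likelihood test and DESeq2, were not run, because the values do not give whole reads.

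The pseudocount moved the counts in both directions. With 0.1, 548 hippocampus genes were past the threshold (247 higher, 301 lower) and 408 cortex genes (118 higher, 290 lower), with 8 microglia autophagy genes in hippocampus, 68 hippocampus and 20 cortex pathway genes and 13 genes of Supplementary Table 1. With 0.01 these were 537 (241 and 296), 421 (120 and 301), 7, 67, 19 and 12. With a pseudocount of 10, 39 hippocampus genes (18 and 21) and 16 cortex genes (7 and 9) were left, with 6 and 0 pathway genes, 1 microglia autophagy gene in cortex and 2 genes of Supplementary Table 1. Most listed genes have low FPKM, with a median of 2.11 in hippocampus and 1.44 in cortex.

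Among genes with a mean of at least 10 FPKM, 90 hippocampus genes (41 and 49) and 50 cortex genes (27 and 23) were past the threshold, with 11 and 1 pathway genes, 1 microglia autophagy gene in cortex and 3 genes of Supplementary Table 1. Separated groups were then found in 86 and 57 genes, and 31 genes were in both tables. Under the authors' deposited adjusted p-value of 0.05, 95 (41 and 54) and 51 (15 and 36) genes stayed past the threshold, and 13 genes were in both tables. With a log2 fold change beyond 1, 35 (24 and 11) and 25 (8 and 17) genes were past the threshold, which turned the hippocampus split toward higher genes. The filter at a mean of 10 FPKM likewise turned the cortex split toward higher genes, 27 against 23. The causes were not tested.

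The fits that each left out 1 library gave from 2 to 6 microglia autophagy genes in hippocampus, from 34 to 64 higher genes in cortex, from 4 to 11 pathway genes in cortex and from 4 to 7 genes of Supplementary Table 1. Among 35 hippocampus genes with a log2 fold change beyond 1, leaving out 1 library lost from 2 to 4, and among 25 in cortex from 1 to 5. Limma's trend kept the counts within 1.5 times. The Benjamini-Hochberg adjustment over the listed genes did so for the total, higher and lower counts of each tissue, the only ones it was run for. With the replicate block, 272 genes were past the threshold in hippocampus and 165 in cortex. The correlation of same-numbered WT and BK KO libraries was 0.0119 in hippocampus and -0.110 in cortex. No named gene changed direction under any alternative that was run. Under the replicate block, 3 named genes were weaker and 2 stronger, under a pseudocount of 0.1 60 were stronger, and under a pseudocount of 10 64 were weaker.

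The real grouping gave more genes than the other splits of the same libraries, but the genes had been selected on that grouping, so the comparison shows no stability. Of 4 splits that part every same-numbered pair, only 1, the real one, gave as many genes for each count of either tissue and for Supplementary Table 1. The most in another such split was 11 genes in hippocampus and 17 in cortex, and in the other 6 splits, which part 1 pair each, 29 and 6. The interaction with tissue gave 0 genes in the real grouping, so that all 4 splits gave as many. With 0 genes past the adjusted threshold, 0 also had an unadjusted p-value under 0.05, and 4 had one with libraries of a mouse as a block. The genes were selected in both tissues, which limits what this test can show.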

Differences from the paper's values

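With limma on log2(FPKM + 1), 278 hippocampus genes were past the threshold against the paper's 652, 143 lower against the paper's 382 and 135 higher against the paper's 270. In cortex the counts were 173 against the paper's 561, 112 lower against the paper's 399 and 61 higher against the paper's 162. Of the alternatives set before the data were examined, only a pseudocount of 0.1 came within 1.5 times of the paper's counts, with 548, 301, 247, 408, 290 and 118 genes. A pseudocount of 0.01, chosen after seeing the values, did so as well, with 537, 296, 241, 421, 301 and 120 genes.

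Of the microglia autophagy genes, 4 were past the threshold in hippocampus against the paper's 11, and 3 in cortex against the paper's 5. In hippocampus a pseudocount of 0.1 gave 8, and none of the other alternatives set before the data were examined came within 1.5 times. A pseudocount of 0.01, chosen after seeing the values, gave 7. In cortex none of the alternatives closed the gap.

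Of the 3 genes Adam18, Eqtn and Cabyr, none was past the threshold on log2(FPKM + 1), while a pseudocount of 0.1 brought Adam18 and Cabyr past it, with log2 fold changes of -1.20 and -0.73.

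The log2 ratio of the group mean FPKM of Mt1 in hippocampus was 0.41 against the paper's 0.76 from base means, and none of the fits that left out 1 library closed the gap.

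In Fig. 9 the bar of Reln is lower in BK KO mice, without a significant difference, while its FPKM in hippocampus was higher in every BK KO library, with a log2 fold change of 1.05. In Supplementary Table 4, 2 entries do not print the deposited values of their gene. The entry of Oxtr under calcium signaling prints the base mean that the authors' deposited table gives for Pde1c, 285, in place of 221, and the entry of Sema3d prints that of Reln, 2457, in place of 199.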

Other observations

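The tests of shared mice, gene length, GC content and overlapping exons were chosen before their results were seen. Those of overlap by chance and of GC content in genes listed in 1 tissue only were chosen after.

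The 196 genes in both lists exceed the 20.1 expected by chance, but the tissues come from the same mice. Across these genes, deviations from the group mean in hippocampus and cortex correlated with 0.372 for same-numbered libraries. For different-numbered libraries the correlation was -0.187, which largely follows from the first value because deviations are taken from the group mean. Of 36 ways to number the libraries within the groups, 2 gave as high a mean for same-numbered libraries. Differences between mice that both tissues share may therefore contribute to the overlap, beside an effect of genotype.

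Genes listed higher and lower differ in GC content and length, and not in the same way in both tissues. In hippocampus the median GC content was 49.8% for genes listed higher and 53.6% for genes listed lower, and in cortex 53.01% and 50.6% (two-sided permutation p = 0.0001 in each, the smallest that 10000 permutations can give). Median transcript length was 4072 against 3161 bases in hippocampus (two-sided permutation p = 0.0001) and 3195 against 3489 bases in cortex (permutation p = 0.0281). Among genes listed in 1 tissue only, the median GC content of genes listed higher minus that of genes listed lower was -4.05 percentage points in hippocampus and 4.95 in cortex. The genes in both lists change in the same direction in both tissues, so they could not show a difference between the tissues. A GC bias of the libraries that differs between the tissues is a candidate explanation, which cannot be told apart from tissue-specific regulation, since genes outside the lists were not analysed here.

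For 5 listed genes the mean FPKM moves against the direction of the deposited base means, namely Nanp, Krt20 and 1700008O03Rik in hippocampus and Slirp and Snrpf in cortex, named after their values were seen. Of these, 4 share exon sequence with another gene in GENCODE release M21, against 30.8% of the other listed genes (one-sided Fisher's exact p = 0.0347). A first version of the test had also counted H2-M10.2 and Mst1, which are listed at 0 FPKM in every cortex library, and gave 5 of 7 genes (one-sided Fisher's exact p = 0.0330). Reads assigned differently to overlapping genes in the counts and in FPKM may explain the conflict.

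In the authors' deposited tables, 130 of 652 hippocampus genes and 72 of 561 cortex genes have an adjusted p-value under 0.05. By the ranks that the adjusted p-values give, 1236 and 1271 tested genes had a p-value no larger than the last listed one, where 898 and 903 are expected with no difference.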
